# An Intrinsic Alkalization Circuit Turns on *mntP* Riboswitch under Manganese Stress in Escherichia coli

**DOI:** 10.1128/spectrum.03368-22

**Published:** 2022-10-03

**Authors:** Arunima Kalita, Rajesh Kumar Mishra, Vineet Kumar, Amit Arora, Dipak Dutta

**Keywords:** manganese toxicity, *mntP* riboswitch, intrinsic alkalization, pH elevation, glutamine synthetase, glutamine, glutaminases, ammonia production, *Escherichia coli*

## Abstract

The trace metal manganese in excess affects iron-sulfur cluster and heme-protein biogenesis, eliciting cellular toxicity. The manganese efflux protein MntP is crucial to evading manganese toxicity in bacteria. Recently, two Mn-sensing riboswitches upstream of *mntP* and *alx* in Escherichia coli have been reported to mediate the upregulation of their expression under manganese shock. As the *alx* riboswitch is also responsive to alkaline shock administered externally, it is intriguing whether the *mntP* riboswitch is also responsive to alkaline stress. Furthermore, how both manganese and alkaline pH simultaneously regulate these two riboswitches under physiological conditions is a puzzle. Using multiple approaches, we show that manganese shock activated glutamine synthetase (GlnA) and glutaminases (GlsA and GlsB) to spike ammonia production in E. coli. The elevated ammonia intrinsically alkalizes the cytoplasm. We establish that this alkalization under manganese stress is crucial for attaining the highest degree of riboswitch activation. Additional studies showed that alkaline pH promotes a 17- to 22-fold tighter interaction between manganese and the *mntP* riboswitch element. Our study uncovers a physiological linkage between manganese efflux and pH homeostasis that mediates enhanced manganese tolerance.

**IMPORTANCE** Riboswitch RNAs are *cis*-acting elements that can adopt alternative conformations in the presence or absence of a specific ligand(s) to modulate transcription termination or translation initiation processes. In the present work, we show that manganese and alkaline pH are both necessary for maximal *mntP* riboswitch activation to mitigate the manganese toxicity. This study bridges the gap between earlier studies that separately emphasize the importance of alkaline pH and manganese in activating the riboswitches belonging to the *yybP*-*ykoY* family. This study also ascribes a physiological relevance as to how manganese can rewire cellular physiology to render cytoplasmic pH alkaline for its homeostasis.

## INTRODUCTION

Manganese is a crucial metal that determines the pathogenic potential of bacteria (1–3). This metal has been shown to sustain the functions of a small subset of proteins, such as superoxide dismutase and ribonucleotide reductase, under iron starvation and oxidative stress (4–6). Conversely, iron starvation and oxidative stress are also induced in Escherichia coli in a laboratory setting by the presence of excess manganese in the medium (7–9). Excess manganese at a toxic level impairs the biogenesis of iron-sulfur cluster and heme-containing proteins in E. coli, thereby compromising the function of proteins involved in the electron transport chain, affecting energy metabolism (8–10).

A manganese-dependent transcription regulator (MntR) downregulates the manganese importer (*mntH*) and upregulates the manganese exporter (*mntP*) to alleviate manganese toxicity in E. coli (7). Notably, MntP-mediated efflux of manganese alone efficiently controls the detrimental effects of manganese overload (7–9). As a result, a Δ*mntP* strain is more sensitive to manganese than wild-type (WT) E. coli cells (7). Interestingly, a recent study has demonstrated that a 5′-untranslated region (5′-UTR) of *mntP* transcript forms a manganese-dependent riboswitch to turn on translation initiation of *mntP*, causing successful manganese efflux (11).

Riboswitch RNAs can adopt at least two alternative conformations depending on specific ligand(s) availability to modulate transcription termination or translation initiation processes (12). The *mntP* riboswitch and another riboswitch at the 5′-UTR of the *alx* gene in E. coli belong to the *yybP-ykoY* riboswitch family that has been shown to be regulated by manganese (11, 13–15). However, the preceding reports suggest that the *alx* riboswitch is also responsive to alkaline shock administered externally (11, 16, 17). In this context, it is intriguing whether the *mntP* riboswitch also responds to alkaline stress.

We previously demonstrated that manganese stress inhibits the activity of glutamate synthase (GOGAT), an iron-dependent enzyme (9). Together with this information, our present work reveals that manganese shock intrinsically spikes cellular ammonia levels by altering the activities of the glutamate-glutamine cycle enzymes, *viz.*, GOGAT, glutamine synthetase (GS) (GlnA), and glutaminase (Gls) (GlsA and GlsB) enzymes. This ammonia production elevates cellular pH, favoring the activation of the *mntP* riboswitch.

## RESULTS

### Glutamine synthetase function is critical for manganese homeostasis.

Glutamine synthetase (GlnA) utilizes Mn^2+^ as a cofactor (18). Our earlier finding has shown that the level of GlnA is increased in the manganese-fed E. coli Δ*mntP* strain (9). We observed that 8 mM and 1 mM manganese caused similar growth inhibition in WT and Δ*mntP* strains, respectively (see Fig. S2A in the supplemental material). This observation suggests that the degree of manganese toxicity in the 8 mM manganese-treated WT strain is similar to that of the 1 mM manganese-treated Δ*mntP* cells. Next, we performed Western blotting to show that the elevated GlnA levels were comparable in the WT and Δ*mntP* strains treated with 8 mM and 1 mM manganese, respectively (Fig. 1A). Further growth analysis reveals that 0.5 mM manganese was severely toxic to the Δ*mntP* Δ*glnA* strain in comparison to the Δ*mntP* or Δ*glnA* single mutants (Fig. 1B; see also Fig. S1 in the supplemental material). This toxicity is rescued by the presence of the plasmid pGlnA expressing functional *glnA* (Fig. S2B). Furthermore, we observed that the viability of the Δ*mntP* Δ*glnA* double mutant was 3-times less than that of the Δ*mntP* strain under a higher dose of manganese (10 mM), which was alleviated by expression of *glnA* from the pGlnA plasmid (Fig. S2C). These observations suggest that GlnA function is crucial for the Δ*mntP* strain under manganese shock.

**FIG 1:**
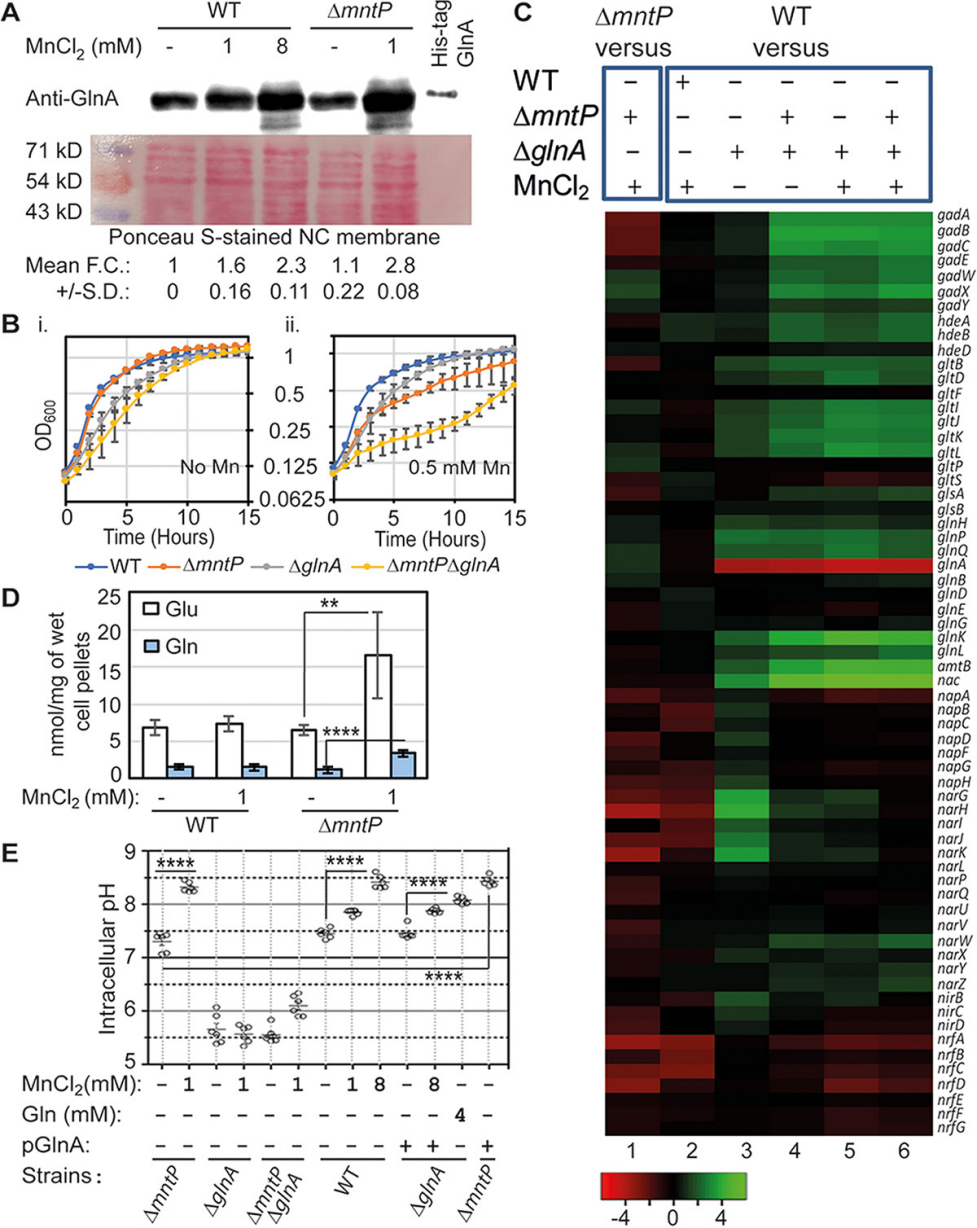
Manganese-mediated GlnA activation triggers intracellular pH elevation. (A) Western blot shows upregulated GlnA in the manganese-fed WT and Δ*mntP* strains. The corresponding ponceau-stained nitrocellulose membrane was represented to show equal loading of the cellular proteins. The fold change (FC) values are the mean ± SD from three independent blots. (B) Growth curves show that the Δ*mntP* Δ*glnA* double mutant is extremely sensitive to 0.5 mM manganese compared to the single mutants. (C) The microarray heat-map representing up- and downregulated genes. (D) Intracellular levels of glutamate and glutamine in the presence or absence of manganese stress. **, *P* < 0.01; ****, *P* < 0.0001. (E) A GFP reporter system (GFPmut3*) was used to determine the intracellular pH. The intracellular pH in the presence or absence of manganese, glutamine, or pGlnA plasmid were estimated. ****, *P* < 0.0001. The graphs were plotted from mean ± SD from six different experiments.

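Gene expression was measured on 14 single-color Agilent arrays, with 1 array for each culture. The arrays comprised 2 of the WT strain, 1 of the manganese-fed WT strain, 2 of the Δ*glnA* strain, 3 of the manganese-fed Δ*glnA* strain, 3 of the Δ*mntP* Δ*glnA* strain, and 3 of the manganese-fed Δ*mntP* Δ*glnA* strain. *glnA* encodes glutamine synthetase, and *mntP* encodes a manganese exporter. Overnight cultures were diluted into LB and grown for 1 to 1.5 h to an optical density of about 0.3. They were then kept for 2.5 h at 37°C with or without 1 mM manganese. Each array held 15208 spots. On it, 13031 probes represented 4347 genes named by their *E. coli* K-12 locus numbers, with a mean of 3.00 probes per gene. A further 940 probes lay between genes and were left out, and 328 gene probes were listed as binding more than 1 gene. The authors deposited the scanner signal of every spot, which the Feature Extraction software had corrected for background and detrended within each array, without scaling between arrays. They also deposited log2 values that they had normalized between arrays, with nearly the same distribution on every array. For its array analysis the paper refers to an earlier study, and its text does not name this normalization. On all 14 arrays, 0 spots were saturated and at most 4 were marked as outliers. Between 94.2% and 99.7% of the spots other than controls were well above background, and the median signal ran from 37.7 to 96.9. The arrays came from 2 slides and were scanned in 5 runs. Slide 1 held both WT arrays, the manganese-fed WT array, both Δ*glnA* arrays, and Δ*mntP* Δ*glnA* replicate 1, and the other 8 arrays lay on slide 2. Scan run 1 held both WT arrays, Δ*glnA* replicate 2, and Δ*mntP* Δ*glnA* replicate 1. Scan run 2 held the manganese-fed WT array and Δ*glnA* replicate 1. Scan run 3 held the 3 manganese-fed Δ*mntP* Δ*glnA* arrays, Δ*mntP* Δ*glnA* replicate 2, and manganese-fed Δ*glnA* replicate 1. The other 2 manganese-fed Δ*glnA* arrays formed scan run 4, and Δ*mntP* Δ*glnA* replicate 3 was alone in scan run 5. Therefore, none of the manganese-fed arrays shared a scan run with the WT arrays, and the Δ*glnA* arrays with and without manganese shared neither a slide nor a run. The ratio of the 75th percentile of the signal to its median followed the scan run. It was 1.71 to 2.00 in runs 1 and 5 and 2.36 to 4.19 in the other 3 runs.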

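For each array, the scanner signals were taken to log2, and the 75th percentile of the array was subtracted. The probes of a gene were averaged on the log2 scale. The 4346 genes that had a probe well above background on at least 2 of the 14 arrays were tested. The 6 groups were compared with limma, whose linear model takes 1 variance per gene from all arrays and moderates it across genes. All tests were two-sided. A gene was called when its adjusted p (Benjamini-Hochberg over all genes tested) was at or below 0.05. The manganese-fed WT array has no replicate and was assumed to vary like the arrays of the other groups. The number of arrays limits the precision of every value. Because the ratio of the 75th percentile to the median differed between arrays, the median log2 difference of all genes was not 0 in most comparisons. The changes of gene lists are therefore given relative to the median of all genes.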

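*glnA* (b3870) was well above background with all 3 of its probes on the 2 arrays labeled WT and on the manganese-fed WT array, and with 0 probes on the 11 arrays of strains without *glnA*. Its signal was at least 64.4-fold lower in Δ*glnA*, at least 55.3-fold lower in Δ*mntP* Δ*glnA*, at least 108-fold lower in manganese-fed Δ*glnA*, and at least 78.2-fold lower in manganese-fed Δ*mntP* Δ*glnA* than on the arrays labeled WT. Each bound takes the lowest signal that the array counts as well above background, or the signal of the gene itself where that was larger. *mntP* (b1821) was at least 12.2-fold lower in Δ*mntP* Δ*glnA* and at least 17.2-fold lower in manganese-fed Δ*mntP* Δ*glnA*, and all of its probes were above background on the other 8 arrays. Among all 4347 genes, only *araA*, *araB*, *glnA*, *rhaA*, and *rhaB* were above background on the 3 WT arrays and on none of the 11 arrays without *glnA*, and 0 genes had the reverse pattern. Over the 11 arrays, *araA* was at least 18.5-fold lower, *araB* at least 30.4-fold lower, *rhaA* at least 18.8-fold lower, and *rhaB* at least 22.2-fold lower than on the 3 WT arrays. *araA* and *rhaA* were named after their values were seen. *araD*, *rhaD*, *rhaS*, and *rhaT* were above background on all 11 arrays. The genotype of the WT strain in Table 1 of the paper includes deletions of *araBAD* and *rhaBAD*. Differences between the mutant groups, which share this pattern, are given beside those from the arrays labeled WT.

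**Figure D1:**
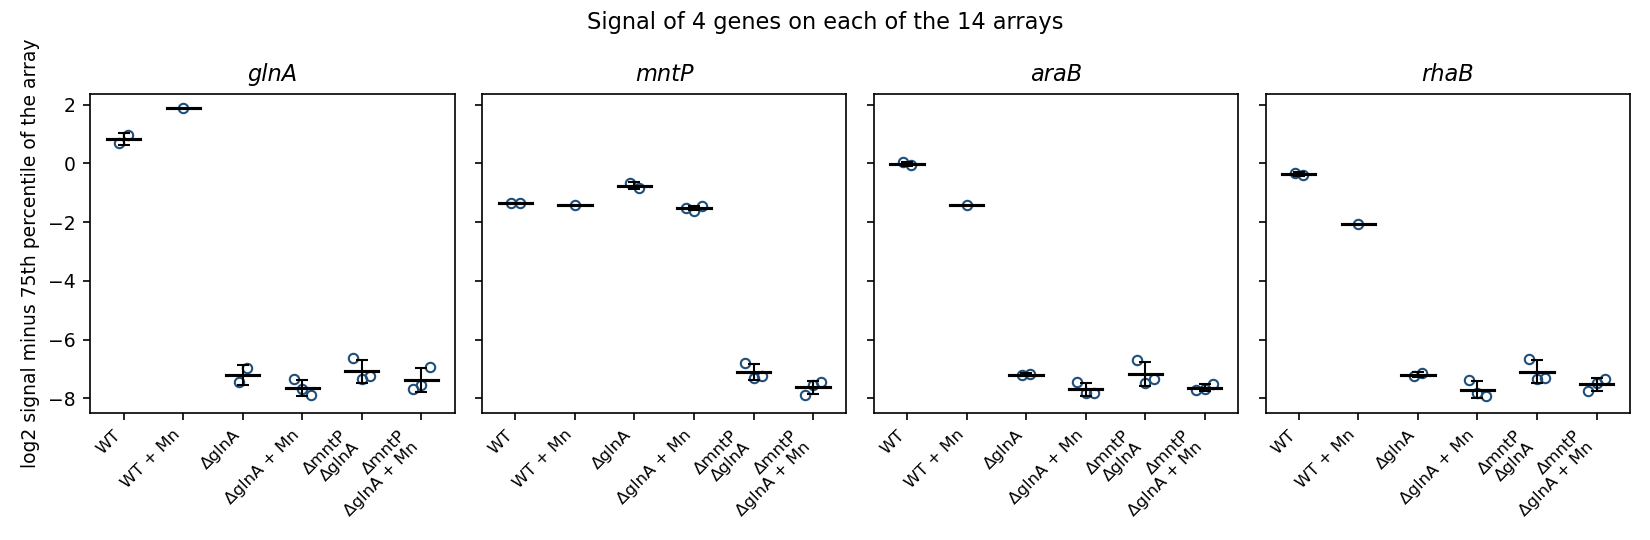
Signal of *glnA*, *mntP*, *araB*, and *rhaB* on the 14 arrays by group, as log2 signal minus the 75th percentile of the array, with circles for arrays, lines for means, and bars for the SD. The 11 arrays without *glnA* lie below the 3 WT arrays for *glnA*, *araB*, and *rhaB*, and only the Δ*mntP* Δ*glnA* and manganese-fed Δ*mntP* Δ*glnA* arrays lie low for *mntP*.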

To understand how *glnA* contributes to overcoming manganese toxicity, we performed microarray experiments using WT, Δ*glnA*, and Δ*mntP* Δ*glnA* mutants grown in the presence or absence of 1 mM manganese. 

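Against the arrays labeled WT, limma called 363 genes in the manganese-fed WT array, 109 of them higher and 254 lower. It called 670 genes in Δ*glnA* (400 higher, 270 lower), 1015 in Δ*mntP* Δ*glnA* (621 higher, 394 lower), 3622 in manganese-fed Δ*glnA* (931 higher, 2691 lower), and 3175 in manganese-fed Δ*mntP* Δ*glnA* (884 higher, 2291 lower). At an unadjusted p under 0.05, the 5 counts were 1754, 1114, 1359, 3659, and 3303. The median log2 difference of all genes was −0.59, −0.21, −0.27, −1.04, and −0.70 in the same order. Scalings that bring this median close to 0 moved the division into higher and lower genes. Quantile normalization gave 337 higher and 209 lower genes in manganese-fed WT, 1562 and 1463 in manganese-fed Δ*glnA*, and 1518 and 1212 in manganese-fed Δ*mntP* Δ*glnA*. The deposited values gave 358 and 204, 1495 and 1437, and 1467 and 1190. Scaling to the median of each array gave 276 and 30, 1800 and 1676, and 1645 and 1195. For Δ*glnA* and Δ*mntP* Δ*glnA*, quantile normalization gave 1435 genes (797 higher, 638 lower) and 1757 genes (1081 higher, 676 lower). The unpaired test that the paper's methods name gave 0 and 36 with adjustment. The count in manganese-fed WT was 22 with the scan run as a fixed block, a setting chosen after the data were seen, and 3442 when only the groups of the comparison were fitted. With the scan run as a block, the counts in manganese-fed Δ*glnA* and manganese-fed Δ*mntP* Δ*glnA* were 579 (337 higher, 242 lower) and 478 (279 higher, 199 lower).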

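Several of these counts depended on single arrays. Without WT replicate 1 or WT replicate 2, 37 or 64 genes were called in manganese-fed WT, 324 or 284 in Δ*glnA*, 484 or 462 in Δ*mntP* Δ*glnA*, and 957 or 1971 in manganese-fed Δ*mntP* Δ*glnA*. The count in Δ*glnA* was 334 without Δ*glnA* replicate 1. The count in manganese-fed WT was 2130 without Δ*mntP* Δ*glnA* replicate 2, 799 without Δ*mntP* Δ*glnA* replicate 3, 210 without Δ*mntP* Δ*glnA* replicate 1, and 581 without either Δ*glnA* array. It was 182, 201, or 199 without manganese-fed Δ*glnA* replicate 1, 2, or 3, and 232 or 237 without manganese-fed Δ*mntP* Δ*glnA* replicate 1 or 3.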

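Among called genes whose arrays all lay on 1 side of both arrays labeled WT, the 3 largest increases in manganese-fed WT were those of *nrfA* (log2 difference 3.49, standard error 0.27, adjusted p = 0.000358), *glpQ* (3.47), and *nrfC* (3.34). The 3 largest decreases were those of *ytjA* (log2 difference −2.15, standard error 0.41, adjusted p = 0.0138), *poxB* (−2.1), and *sucD* (−2.04). The calls of *ytjA* and *poxB* were lost without WT replicate 1 (−2.36 and −2.23) or WT replicate 2 (−1.93 and −1.97), and that of *nrfC* without WT replicate 1 (3.38) and with the scan run as a block (3.33). The 3 decreases also lost their calls under scaling to the median of each array, where they were −1.44, −1.39, and −1.33. In Δ*glnA*, *fdnG* rose most (log2 difference 4.75, standard error 0.37, adjusted p = 2.2e-05), followed by *astA* (4.40) and *astC* (4.35). In the other 3 groups *astC* rose most, by 6.06 in Δ*mntP* Δ*glnA* (adjusted p = 7.66e-07), 6.50 in manganese-fed Δ*glnA* (adjusted p = 4.43e-07), and 6.08 in manganese-fed Δ*mntP* Δ*glnA*. *astA* (5.85, 6.27, and 5.98) was also among the 3 largest increases of each. The third was *nac* in Δ*mntP* Δ*glnA* (5.42) and manganese-fed Δ*mntP* Δ*glnA* (5.59) and *yjjZ* in manganese-fed Δ*glnA* (6.35). Besides *glnA*, the strong decreases included those of *araB* (at least 36.2-fold) and *rhaB* (at least 28.3-fold) in Δ*glnA*, of *tnaA* (−7.94) and *araB* (at least 31.0-fold) in Δ*mntP* Δ*glnA*, of *tdcD* (−8.22) and *araB* (at least 60.7-fold) in manganese-fed Δ*glnA*, and of *tnaA* (−9.12) and *tnaB* (−8.51) in manganese-fed Δ*mntP* Δ*glnA*. *araB* and *rhaB* were at background on every array without *glnA*, so their values are bounds and their order among the decreases is not known.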

The altered gene expressions with respect to the WT strain were identified and compared with our previously reported altered gene expression profile of the Δ*mntP* strain cells treated with 1 mM manganese (Fig. 1C) (9). While most of the genes for glutamate/aspartate or glutamine transporters (*gltIJKL*, *gltP*, and *glnHPQ*) were upregulated, the essential genes involved in glutamate-dependent acid resistance (e.g., *gadABC*) and nitrate/nitrite reductase pathways (*nap*, *nar*, *nir*, and *nrf* genes) were repressed in the manganese-fed Δ*mntP* strain (Fig. 1C). A modest level of repression of the genes in the nitrate/nitrite reductase pathways in the manganese-fed WT strain was also observed, suggestive of a mild effect of 1 mM manganese in the WT cells (Fig. 1C). These observations indicate that the intracellular pH homeostasis and nitrate/nitrite metabolism could be altered under manganese toxicity.

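In the manganese-fed WT array, 20 of the 31 *nap*, *nar*, *nir*, and *nrf* genes on the array were higher than on the arrays labeled WT. The median log2 difference of the 31 genes was 0.58 and their mean 0.71. Relative to the median of all genes the list was 1.17 higher (limma's camera with a preset correlation of 0.01 between genes, two-sided, adjusted p = 3.7e-05 over all lists and comparisons), and 23 of the genes lay above that median. limma called 8 of them higher and 4 lower, and 14 when p was adjusted over the list alone. The paper does not state how these genes were chosen. It shows them for the same arrays, so the count over the list alone is not taken as independent evidence. The list shift moved most with normexp background correction, to 0.71. It was 1.03 under quantile normalization, 0.83 with the deposited values, and 0.82 with the scan run as a block. Under limma's fry, which takes the correlation between genes from the residuals, the adjusted p was 0.22, and over all alternatives it ranged from 9.0e-11 to 0.43. Of the 59 list shifts past the threshold among the 76 reported, 51 also passed under fry and 0 under camera with an estimated correlation. The scan run and the manganese treatment could not be separated within a run, as the manganese-fed WT array and the arrays labeled WT were scanned apart.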

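The parts of the list differed. Relative to the median of all genes, the 7 *nap* genes were 1.91 higher (adjusted p = 0.0025, not past the threshold under fry) and the 7 *nrf* genes 1.96 higher (adjusted p = 3.9e-05). The 3 *nir* genes were not past the threshold (0.21, adjusted p = 0.36), with a median of −0.39 and a mean of 0.09. For the 14 *nar* genes the shift was 0.42 (adjusted p = 0.24), with a median of −0.17 and a mean of 0.18. They were past the threshold under quantile normalization (0.68), with the deposited values (0.46), and when only these groups were fitted (0.42). *narGHJIK* and *narZYWVU* moved apart: *narGHJIK* was 2.89 higher (adjusted p = 1.6e-06, 4 of 5 genes called higher) and *narZYWVU* lower, with a shift of −0.92 (adjusted p = 0.0018, 4 of 5 called lower). The shift of *narZYWVU* was −0.52 under quantile normalization and −0.27 with the deposited values, neither past the threshold. These operons were split after Fig. 1C was seen. *narG* (b1224) rose by 2.29 (standard error 0.44, adjusted p = 0.0138) and *narH* (b1225) by 2.98 (standard error 0.48, adjusted p = 0.00699). Both calls were lost without WT replicate 1 (2.34 and 2.98) and with the scan run as a block (1.21 and 2.01), and that of *narG* also without WT replicate 2 (2.25). *narZ* was lower by a log2 difference of −1.62 (standard error 0.23, adjusted p = 0.00401).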

Conversely, expression of acid resistance, nitrate/nitrite metabolism, and ammonia transport (*amtB*) genes was upregulated in the Δ*glnA* strain (Fig. 1C). 

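In Δ*glnA*, *gadA* (b3517), *gadB* (b1493), and *gadC* (b1492) were higher than on the arrays labeled WT by log2 differences of 0.71, 0.90, and 0.90 (standard errors 0.39, 0.41, and 0.30). Their adjusted p values were 0.300, 0.203, and 0.0761. As a list they lay 1.1 above the median of all genes (camera, adjusted p = 0.053), with 3 of 3 genes higher and 1 called when adjusted over the list alone. Under quantile normalization the list was 1.33 higher, past the threshold, and over all alternatives its adjusted p ranged from 0.021 to 0.44. Without Δ*glnA* replicate 2 it was 1.53 higher and without WT replicate 2 1.15 higher, both past the threshold. It passed with an unmoved shift when manganese-fed Δ*glnA* replicate 2 or 3 or Δ*mntP* Δ*glnA* replicate 2 or 3 was left out (1.1 each). Within scan run 1 the list was 0.37 higher in Δ*glnA*. All probes of *gadA* and *gadB* were listed as binding more than 1 gene, and those of *gadC* were not. The 10 *gad* and *hde* genes together were 0.87 higher (adjusted p = 0.012, 9 of 10 genes higher, 1 called over all genes and 1 when adjusted over the list alone), without passing under fry.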

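The 31 nitrate and nitrite genes were 0.74 higher in Δ*glnA* relative to the median of all genes (adjusted p = 6.2e-06), 22 of them above the arrays labeled WT. limma called 7 of them, all higher, and also 7 when adjusted over the list alone. Within scan run 1 the shift was 0.52. Most of the called genes belonged to *narGHJIK*, which was 3.94 higher (adjusted p = 8.8e-09, 5 of 5 called) and 3.33 higher within scan run 1. *narK* (b1223), for example, rose by 3.74 (standard error 0.33, adjusted p = 4.44e-05). *narZYWVU* was not past the threshold (0.21, adjusted p = 0.63). The *nar* genes together were 0.68 higher (adjusted p = 5.8e-06), the *nap* genes 1.02 higher (adjusted p = 0.012), and the *nir* genes 1.33 higher (adjusted p = 0.021). The shift of the *nap* genes lost its call under fry, with the scan run as a block (0.69), and without Δ*glnA* replicate 1 (0.69), and that of the *nir* genes with the scan run as a block (0.94). For the *nrf* genes the shift was 0.15 (adjusted p = 0.86), with a median difference of −0.06 and a test statistic below 0. *amtB* (b0451), which encodes the ammonia transporter, rose by 2.24 (standard error 0.34, adjusted p = 0.00144). Relative to the median of all genes within scan run 1, its increase was 1.86.

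**Figure D2:**
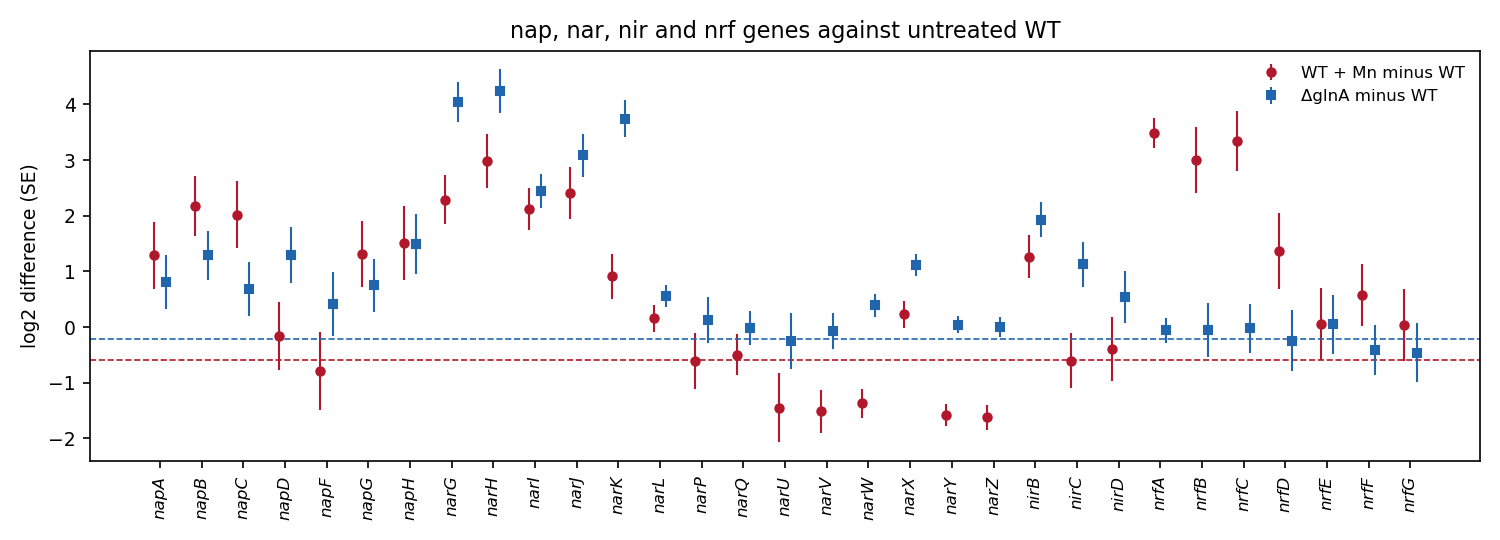
Log2 difference of each nitrate and nitrite gene from the arrays labeled WT, in manganese-fed WT (red circles) and in Δ*glnA* (blue squares), with bars for the standard error and dashed lines for the median of all genes in each comparison. Of the 31 genes, 20 lie above 0 in manganese-fed WT and 22 in Δ*glnA*, and *narGHJIK* lies highest in Δ*glnA*.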

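Against the arrays labeled WT, *gadA*, *gadB*, and *gadC* rose by log2 differences of 3.73, 3.95, and 3.52 in Δ*mntP* Δ*glnA*, 2.98, 3.28, and 2.82 in manganese-fed Δ*glnA*, and 3.19, 3.36, and 3.23 in manganese-fed Δ*mntP* Δ*glnA*, with 3 of 3 genes called in each group, over all genes and when adjusted over the list alone. Relative to the median of all genes the list was 3.99 higher in Δ*mntP* Δ*glnA* (adjusted p = 3.7e-05), 4.02 higher in manganese-fed Δ*glnA* (adjusted p = 0.00097), and 3.94 higher in manganese-fed Δ*mntP* Δ*glnA* (adjusted p = 0.00047). The *gad* and *hde* genes were 2.83, 3.32, and 3.39 higher, with 9 of 10 called in each group, also when adjusted over the list alone. Within scan run 1 the list of *gadABC* was 3.72 higher in Δ*mntP* Δ*glnA*. Neither manganese-fed group shared a run with the arrays labeled WT. Against Δ*glnA*, *gadABC* were 3.04 higher in Δ*mntP* Δ*glnA* (adjusted p = 6.2e-06) and 3.38 higher within scan run 1. They were 3.07 higher in manganese-fed Δ*glnA* (adjusted p = 0.00023), where no run held both groups. With the slide as a block, *gadA*, *gadB*, and *gadC* lost their calls in that comparison (2.06, 2.08, and 2.05), as they did with the scan run as a block (1.71, 1.91, and 1.71). In Δ*mntP* Δ*glnA*, the list differed with manganese by −0.09 (adjusted p = 0.68). This shift was −0.74 under quantile normalization, −0.78 with the deposited values, and −1.21 with the scan run as a block, and it passed the threshold in these 3 fits. Within scan run 3 it was also −1.21.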

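Of the genes for glutamate/aspartate and glutamine transporters (*gltIJKL*, *gltP*, and *glnHPQ*), limma called 7 of 8 higher in Δ*glnA*, Δ*mntP* Δ*glnA*, manganese-fed Δ*glnA*, and manganese-fed Δ*mntP* Δ*glnA*. Relative to the median of all genes the list was 1.93, 2.73, 3.68, and 3.07 higher in this order (adjusted p = 1.2e-06, 1.6e-06, 1e-05, and 1.8e-05). It was 1.3 and 2.62 higher within scan run 1 in Δ*glnA* and Δ*mntP* Δ*glnA*. The remaining gene, *gltP* (b4077), was lower in all 4 groups, with log2 differences of −0.47, −0.71, −1.76, and −1.39. Its decrease was called in manganese-fed Δ*glnA* (adjusted p = 0.00158) and manganese-fed Δ*mntP* Δ*glnA* (adjusted p = 0.0112). Neither call held with the slide (−1.47 and −1.11) or the scan run (−0.66 and −0.40) as a block. The first was also lost under quantile normalization (−0.32) and with the deposited values (−0.14), and the second without WT replicate 1 (−1.34). Adjusted over the list alone, 7, 7, 8, and 8 genes were called. The call of *gltI* in Δ*glnA* was lost in 2 of 17 alternatives. Over all alternatives its difference, 1.91, fell as low as 0.42. In Δ*glnA*, the calls of *gltL* and *glnH* were lost under scaling to the median of each array (1.93 and 1.9), in a fit of only these groups, under the unpaired test that the paper's methods name, and without Δ*glnA* replicate 1 (1.26 and 1.28), that of *gltL* without WT replicate 2 (1.62), and that of *glnH* without WT replicate 1 (1.55). Without this array *glnH* also lost its calls in Δ*mntP* Δ*glnA* (1.19) and manganese-fed Δ*mntP* Δ*glnA* (1.13), and both were lost with the slide as a block as well (1.44 and 1.43), the first also in a fit of only these groups and under the unpaired test, and the second with the scan run as a block (0.87). Against Δ*glnA*, the shift of the list was 0.38 in Δ*mntP* Δ*glnA* (adjusted p = 0.13, 0.86 within scan run 1), and past the threshold with the scan run as a block (0.86) and without Δ*glnA* replicate 1 (0.96) or Δ*mntP* Δ*glnA* replicate 3 (0.80). In manganese-fed Δ*glnA* it was 1.43 (adjusted p = 0.0039), a call lost under fry, quantile normalization (0.38), and scaling to the median of each array, and with the deposited values (0.45).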

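*gltB* (b3212) and *gltD* (b3213), which encode glutamate synthase, rose in all 4 groups, *gltB* by 1.73, 2.28, 2.59, and 2.28 and *gltD* by 1.13, 1.66, 1.83, and 1.43. The call of *gltB* in Δ*glnA* was lost in a fit of only these groups and under the unpaired test that the paper's methods name, with or without adjustment. That of *gltD* was lost in this fit, under the adjusted unpaired test, with normexp background correction (0.54) and scaling to the median of each array (1.34), and without WT replicate 1 (1.18), WT replicate 2 (1.08), or Δ*glnA* replicate 1 (0.91). Against Δ*glnA*, the difference of *gltB* was 0.55 in Δ*mntP* Δ*glnA* (adjusted p = 0.322) and 0.86 in manganese-fed Δ*glnA* (adjusted p = 0.0201), which was lost under quantile normalization (0.26), with the slide (1.25) or the scan run (1.17) as a block, under the unpaired test with or without adjustment, and without Δ*glnA* replicate 2 (0.45) or manganese-fed Δ*glnA* replicate 2 (0.80). *gdhA*, for glutamate dehydrogenase, differed from the arrays labeled WT by −0.0047 in Δ*glnA*, 0.55 in Δ*mntP* Δ*glnA*, 0.90 in manganese-fed Δ*glnA*, and 0.36 in manganese-fed Δ*mntP* Δ*glnA*. Its call in Δ*mntP* Δ*glnA* was lost with normexp background correction (0.21), with the slide or the scan run as a block (0.51 each), in a fit of only these groups and under the adjusted unpaired test (0.55 each), and without WT replicate 1 (0.57) or WT replicate 2 (0.53). That in manganese-fed Δ*mntP* Δ*glnA* was lost with normexp background correction (0.034), the median over probes (0.28), the slide (0.29) or the scan run (0.37) as a block, and both replicate blocks (0.33 each), and without WT replicate 1 (0.38) or 2 (0.34), manganese-fed Δ*mntP* Δ*glnA* replicate 1 (0.35) or 3 (0.32), or any manganese-fed Δ*glnA* array (0.36). Its call in manganese-fed Δ*glnA* was kept under every alternative that used limma. *glsA* rose by 1.19 in Δ*mntP* Δ*glnA* (adjusted p = 0.00545) and 1.53 in manganese-fed Δ*mntP* Δ*glnA* (adjusted p = 0.000756). The first call was lost with the slide as a block (1.09), in a fit of only these groups, and under the adjusted unpaired test, and the second with the slide (1.39) or the scan run (0.93) as a block. In manganese-fed Δ*glnA* its difference was 0.56 (adjusted p = 0.0531), and it was called there in 10 of 17 alternatives: quantile normalization (0.99), scaling to the median of each array (1.71), the deposited values (0.92), the slide as a random block (0.59), both replicate blocks (0.68 each), and a fit of only these groups, the variance trend, and the unpaired test with and without adjustment (0.56 each). It was also called without Δ*mntP* Δ*glnA* replicate 2 or 3. *glsB* changed sign with the scaling in manganese-fed Δ*glnA*, from −0.66 (adjusted p = 0.044, a call lost with the median over probes, with the slide or the scan run as a block, and without 7 of the arrays) to 0.83 under quantile normalization, 0.48 with the deposited values, and 0.50 under scaling to the median of each array. *amtB* rose by 4.20 in manganese-fed Δ*glnA* (standard error 0.31, adjusted p = 3.6e-06) and by 4.23 in manganese-fed Δ*mntP* Δ*glnA*. It was 1.97 higher in manganese-fed than in untreated Δ*glnA* (adjusted p = 0.00156), a call lost with the slide as a block (2.01). In Δ*mntP* Δ*glnA* the difference with manganese was 0.29 (adjusted p = 0.414), and −0.26 relative to the median of all genes within scan run 3. It was called without Δ*mntP* Δ*glnA* replicate 2 (0.59).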

The genes that confer acid resistance, glutamate-glutamine cycling, and ammonia transport were further strongly activated in the Δ*mntP* Δ*glnA* strain and manganese-fed Δ*glnA* and Δ*mntP* Δ*glnA* strains (Fig. 1C). 

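The mean log2 signal of the 31 nitrate and nitrite genes, relative to the median of all genes on the array, was 0.81 ± 0.33 (SD, n = 2) in Δ*glnA*, −0.98 ± 0.096 (SD, n = 3) in manganese-fed Δ*glnA*, −0.16 ± 0.048 (SD, n = 3) in Δ*mntP* Δ*glnA*, and −0.83 ± 0.29 (SD, n = 3) in manganese-fed Δ*mntP* Δ*glnA*. The mean was 1.79 higher in Δ*glnA* than in manganese-fed Δ*glnA* and 0.67 higher in Δ*mntP* Δ*glnA* than in manganese-fed Δ*mntP* Δ*glnA*. It was lower in manganese-fed Δ*glnA* than in Δ*mntP* Δ*glnA*, with a difference of −0.82. In each of these 3 comparisons all arrays of one group lay on the same side of the other (exact permutation test, two-sided, p = 0.1, the smallest p that these numbers of arrays allow). In the tests of the gene list, the shift was −2.09 in manganese-fed Δ*glnA* against Δ*glnA* (adjusted p = 1.4e-07, 29 of 31 genes called lower and 29 over the list alone), −1.09 in Δ*mntP* Δ*glnA* against Δ*glnA* (adjusted p = 1.9e-07, 13 called lower and 3 higher, 20 over the list alone), and −0.62 in manganese-fed Δ*mntP* Δ*glnA* against Δ*mntP* Δ*glnA* (adjusted p = 1.8e-05, 11 called lower, 22 over the list alone). Δ*mntP* Δ*glnA* was 0.96 higher than manganese-fed Δ*glnA* (adjusted p = 0.00019, 29 called higher and 29 over the list alone). This difference was 0.36 under quantile normalization, 0.25 with the deposited values, and 0.62 within scan run 3. Within runs, the shift of Δ*mntP* Δ*glnA* against Δ*glnA* was −0.74 and that of manganese-fed Δ*mntP* Δ*glnA* against Δ*mntP* Δ*glnA* was −0.22. Against the arrays labeled WT, the list was at −0.09 in Δ*mntP* Δ*glnA* (adjusted p = 0.68, with a median of −0.35, a mean of −0.14, and a test statistic above 0; 5 genes called higher and 1 lower, 6 over the list alone). It was at −1.26 in manganese-fed Δ*glnA* (adjusted p = 0.024, 24 genes called lower and 1 higher, 24 over the list alone), and not past the threshold under quantile normalization (−0.33) or with the deposited values (−0.25). In manganese-fed Δ*mntP* Δ*glnA* it was at −0.97 (adjusted p = 0.015, 25 called lower and 3 higher, 29 over the list alone), and not past the threshold with the deposited values (−0.30).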

Interestingly, the expression of the genes in the nitrate/nitrite reductase pathways were sequentially decreased in the following order: Δ*glnA* strain > manganese-fed Δ*glnA* strain > Δ*mntP* Δ*glnA* strain > manganese-fed Δ*mntP* Δ*glnA* strain (Fig. 1C). These observations indicate that GlnA possibly alters nitrogen metabolism and pH homeostasis to alleviate manganese shock.

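Between manganese-fed and untreated cultures, limma called 2989 genes in Δ*glnA* (520 higher, 2469 lower) and 355 genes in Δ*mntP* Δ*glnA* (117 higher, 238 lower). At an unadjusted p under 0.05 the counts were 3145 and 1977, and the median of all genes was −0.80 and −0.44. The division of both moved with the scaling, to 1017 higher and 985 lower and to 431 and 264 under quantile normalization, 992 and 924 and 469 and 279 with the deposited values, and 1625 and 1431 and 284 and 92 under scaling to the median of each array. With the slide as a block 72 and 109 genes were called, and with the scan run as a block 38 and 95. With the replicate number as a block in a fit of only these 6 arrays, chosen after the data were seen, the second count was 1468. Without Δ*glnA* replicate 2 the first count was 1316. The second was 2876 without Δ*mntP* Δ*glnA* replicate 2, 174 without Δ*mntP* Δ*glnA* replicate 3, 109 without Δ*mntP* Δ*glnA* replicate 1, 733 without either Δ*glnA* array, and 194 without either WT array. It was 159, 111, or 133 without manganese-fed Δ*mntP* Δ*glnA* replicate 1, 2, or 3 and 182, 214, or 203 without manganese-fed Δ*glnA* replicate 1, 2, or 3. Between the strains without manganese, 500 genes were called (268 higher in Δ*mntP* Δ*glnA* and 232 lower), 276 without Δ*glnA* replicate 1 and 330 without Δ*mntP* Δ*glnA* replicate 1. Scaling to the median of each array gave 85 and 174. The unpaired test that the paper's methods name called 0 genes there with adjustment. Between Δ*mntP* Δ*glnA* and manganese-fed Δ*glnA*, 3082 genes were called (2610 higher in Δ*mntP* Δ*glnA* and 472 lower), and 864 and 725 under quantile normalization, 755 and 646 with the deposited values, and 1524 and 1452 under scaling to the median of each array. With the scan run as a block this count was 310. The response to manganese differed between the 2 mutants in 247 genes (133 higher and 114 lower in the response of Δ*mntP* Δ*glnA*, 1145 at an unadjusted p under 0.05). This count was 660 under quantile normalization (316 higher, 344 lower) and 73 with the slide as a block. It was 118 without manganese-fed Δ*glnA* replicate 2 and 868 without Δ*mntP* Δ*glnA* replicate 3. From the levels of the acid resistance, glutamate-glutamine cycling, ammonia transport, and nitrate/nitrite genes in Fig. 1C, the paper proposes a possible role of GlnA. In it, GlnA may change nitrogen metabolism and the control of pH and so ease manganese shock.

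**Figure D3:**
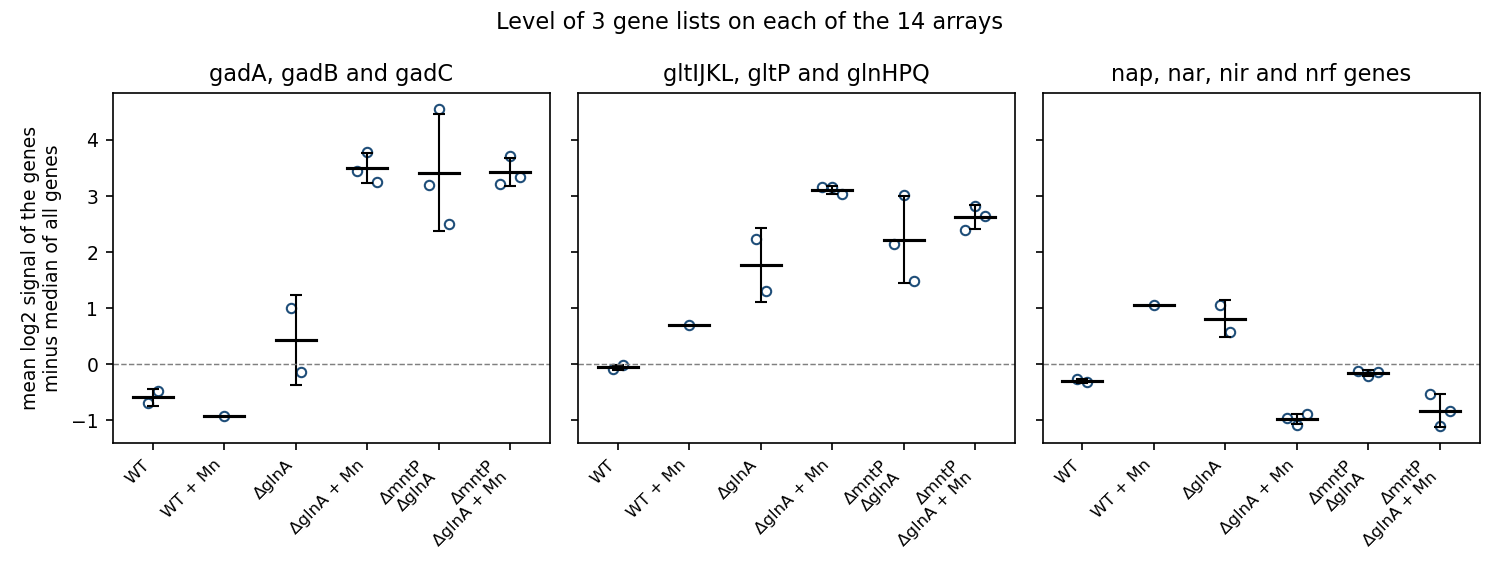
Mean log2 signal of *gadA*, *gadB*, and *gadC*, of the transporter genes, and of the nitrate and nitrite genes on each array by group, relative to the median of all genes on the array, with circles for arrays, lines for means, bars for the SD, and a dashed line at 0. *gadABC* lie between −0.14 and 1.00 on the Δ*glnA* arrays and between 2.51 and 4.55 on the 9 arrays of the other strains without *glnA*, where the nitrate and nitrite genes lie between −1.11 and −0.13.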

### GlnA-mediated glutamine synthesis is crucial for the increased cellular pH under manganese toxicity.

The glutamate-glutamine cycle generates glutamate and glutamine, which produce most of the nitrogenous metabolites (19). Glutamate and glutamine play pivotal roles in acid-resistant systems (20–22). We noted that the cellular pool of these two amino acids increased up to 3-fold in the manganese-treated Δ*mntP* strain (Fig. 1D). Since manganese stress blocks heme biogenesis (8), where glutamate acts as a precursor, we can argue that fluxes of glutamate to heme will be inhibited, causing an increased glutamate level under manganese stress. From this observation, we speculate that the activated GlnA (Fig. 1A and B) increased the cellular glutamine pool in the manganese-fed Δ*mntP* strain.

We have previously noticed that the cellular pH in the manganese-fed Δ*mntP* strain is elevated (9). In this study, we accurately determined intracellular pH in the unfed and manganese-fed strains of E. coli using a pH-sensitive GFPmut3*-bearing plasmid (23, 24). The Δ*mntP* mutant exhibited a cellular pH of 7.3 ± 0.18, and it was dramatically elevated to about pH 8.3 ± 0.09 under 1 mM manganese treatment (Fig. 1E). However, the cellular pH declined to 5.7 ± 0.27 and 5.5 ± 0.15 in the Δ*glnA* and Δ*mntP* Δ*glnA* strains, respectively (Fig. 1E). Further exposure to 1 mM manganese failed to elevate the cellular pH in the Δ*glnA* strain (Fig. 1E). The intracellular pH of the Δ*mntP* Δ*glnA* strain modestly increased to 6.1 ± 0.2 upon 1 mM manganese exposure (Fig. 1E). Intracellular pH of the WT strain was elevated from 7.4 ± 0.08 to 7.8 ± 0.05 and 8.4 ± 0.12 under 1 mM and 8 mM manganese exposure, respectively (Fig. 1E).

The Δ*glnA* strain was complemented with a plasmid bearing *glnA* (pGlnA) to show that the cellular pH was elevated to 7.4 ± 0.11, which was further raised to 7.9 ± 0.04 upon exposure to 1 mM manganese, a value similar to the pH of the 1 mM manganese-fed WT strain (Fig. 1E). Interestingly, expression of *glnA* from pGlnA alone could elevate pH to 8.4 ± 0.09 in the Δ*mntP* strain without any manganese shock (Fig. 1E). We also supplemented 4 mM glutamine to show that it elevated the intracellular pH to 8.1 ± 0.06 in the Δ*glnA* strain (Fig. 1E). These data additionally support the observation that the GlnA-mediated glutamine production plays a crucial role in elevating intracellular pH under manganese stress.

### Glutaminases catalyze ammonia production to raise cellular pH under manganese stress.

From the involvement of GlnA and the upregulation of *amtB* in the Δ*glnA* and Δ*mntP* Δ*glnA* strains (Fig. 1C), we speculate that a likely elevation of ammonia levels might be a factor contributing to the surge in pH under manganese stress. Indeed, the cellular ammonia level was found to be increased in the Δ*mntP* strain (Fig. 2A). 

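The log2 signal of *amtB*, relative to the 75th percentile of the array, was −0.92 ± 0.12 (SD, n = 2) on the arrays labeled WT, 1.32 ± 0.49 (SD, n = 2) in Δ*glnA*, and 3.02 ± 0.62 (SD, n = 3) in Δ*mntP* Δ*glnA*. It was 3.29 ± 0.07 (SD, n = 3) in manganese-fed Δ*glnA* and 3.31 ± 0.07 (SD, n = 3) in manganese-fed Δ*mntP* Δ*glnA*. The increase in Δ*mntP* Δ*glnA* over the arrays labeled WT was 3.94 (standard error 0.31, limma adjusted p = 9.09e-06). Within scan run 1 it was 4.09 relative to the median of all genes. *amtB* was also higher in Δ*mntP* Δ*glnA* than in Δ*glnA*, by 1.71 (standard error 0.31, limma adjusted p = 0.00476) and by 2.19 within scan run 1. The call between these 2 mutants was lost under scaling to the median of each array (1.81), with the slide as a block (1.73), and when only these groups were fitted or the unpaired test that the paper's methods name was used with adjustment (1.71 each). In the manganese-fed WT array the difference of *amtB* was −0.85 (standard error 0.42, limma adjusted p = 0.137). Relative to the median of all genes it was −0.26, and over the alternatives the difference ran from −1.55 to −0.020.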

Manganese supplementation further elevated ammonia in the Δ*mntP* strain (Fig. 2A). The ammonia levels in the Δ*glnA* and Δ*mntP* Δ*glnA* strains remained at basal WT level (Fig. 2A). Interestingly, 1 mM manganese treatment raised the ammonia level in the Δ*mntP* Δ*glnA* strain (Fig. 2A), plausibly due to the sole utilization of cellular glutamine through the GlsA/B enzymes to produce glutamate and ammonia, as manganese treatment inactivates GOGAT to produce glutamate (9). The last observation also explains the modestly elevated pH in the manganese-fed Δ*mntP* Δ*glnA* strain (Fig. 2A).

**FIG 2:**
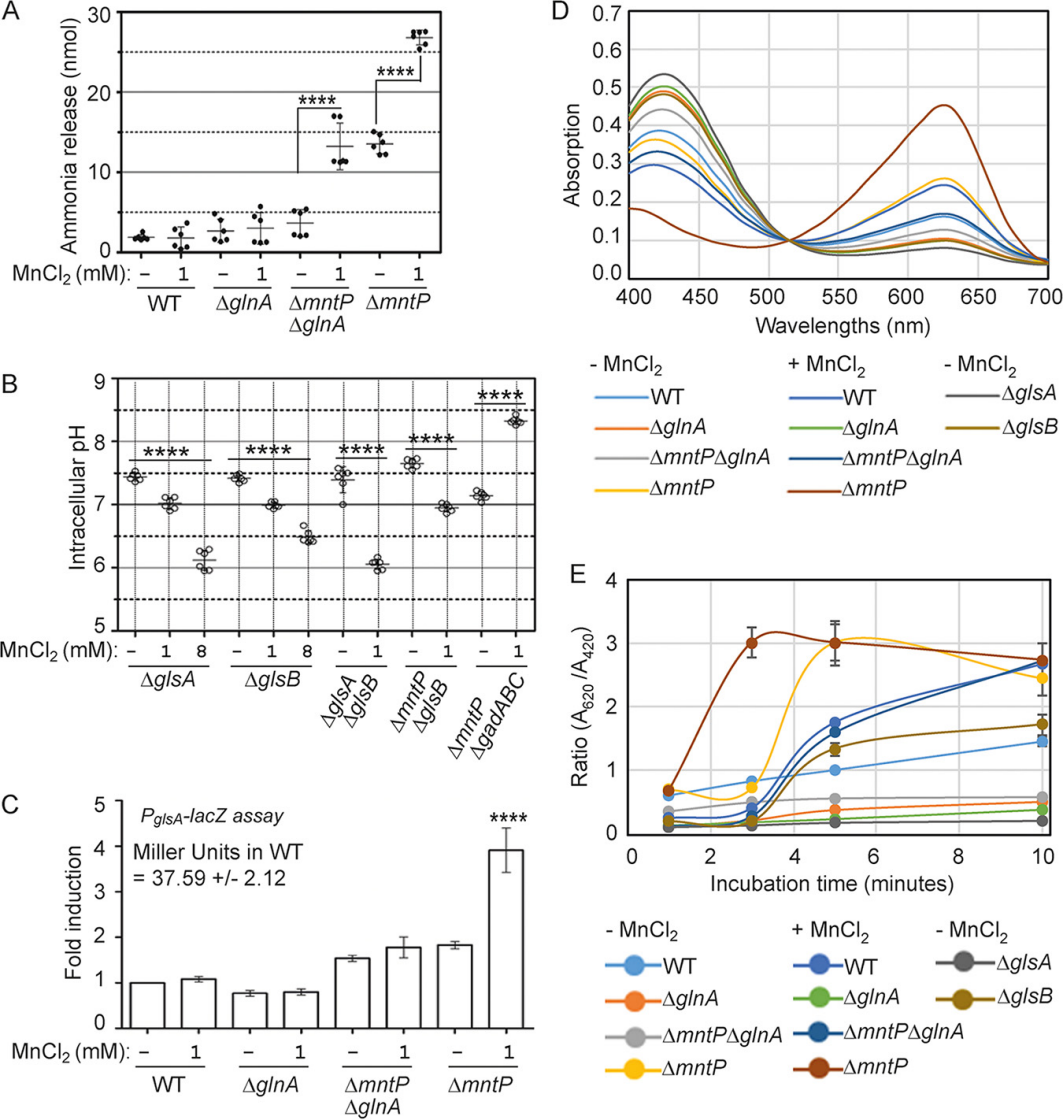
Ammonia liberation by GlsA/B raises intracellular pH. (A) Cellular ammonia release from the unfed and manganese-fed E. coli strains was estimated using ab83360 ammonia assay kit (Abcam) and plotted. ****, *P* < 0.0001. (B) Intracellular pH was measured and plotted for the E. coli strains grown in the presence or absence of manganese using GFPmut3* reporter. ****, *P* < 0.0001. (C) Relative activity of *glsA* promoter in the different E. coli strains grown in the presence or absence of manganese was plotted (using a *lacZ* reporter). The promoter activity in the WT strain was 37.59 ± 2.12 Miller units, which was normalized to 1 for fold change calculation. ****, *P* < 0.0001 against untreated WT control. (D) Absorption spectrums of bromocresol green pH indicator dye was recorded after allowing the cells to liberate ammonia. Note that the absorption at 620 nm sharply increased for the Δ*mntP* strain treated with manganese at the 3-min time point (also see Fig. S5A in the supplemental material for all time points). (E) *A*_620_/*A*_420_ of bromocresol green dye was obtained and plotted to show the kinetics of ammonia release from different strains grown in the presence or absence of manganese.

The GlsA and GlsB enzymes break down glutamine to produce glutamate, releasing ammonia (21). We assessed that Δ*glnA* Δ*glsA*, Δ*mntP* Δ*glsA*, and Δ*mntP* Δ*glnA* Δ*glsA* strains grow poorly compared to Δ*glnA*, Δ*glsA*, and Δ*mntP* single mutant strains on LB agar (see Fig. S3 in the supplemental material). Besides, the double and triple mutants formed partially lysed cell pellets while growing in LB broth. The Δ*glnA* Δ*glsB* and Δ*mntP* Δ*glnA* Δ*glsB* mutants also grew poorly on LB agar (Fig. S3), but they were not lysed in LB broth. The Δ*mntP* Δ*glsB* strain grew optimally both on LB agar and LB broth. These observations indicate that the GlsA function is more critical than GlsB in the Δ*mntP* mutant.

We found that the Δ*glsA*, Δ*glsB*, and Δ*mntP* Δ*glsB* strains exhibited an optimum physiological pH. 1 mM manganese modestly declined cytoplasmic pH to 7.0 ± 0.09 (Fig. 2B). In the Δ*glsA* and Δ*glsB* mutants, 8 mM manganese lowered the pH to 6.1 ± 0.16 and 6.5 ± 0.1 respectively, (Fig. 2B). Conversely, 1 mM manganese was enough to drop the intracellular pH to 6.1 ± 0.08 in the Δ*mntP* Δ*glsB* strain. Why manganese stress caused the pH drops in Δ*glsA*, Δ*glsB*, and Δ*mntP* Δ*glsB* mutants is discussed later. These observations indicate that manganese fails to elevate the intracellular pH in the absence of GlsA or GlsB. The glutamate-dependent acid-resistant (*gad*) system did not play any role in alkalization in the Δ*mntP* mutant as is evident from the observation that the Δ*mntP* Δ*gadABC* mutant successfully elevated the pH to 8.3 ± 0.06 (Fig. 2B).

To check whether *glsA* was upregulated under manganese stress, we constructed a *glsA-lacZ* transcriptional fusion (P*_glsA_*-*lacZ*) and integrated it into the genome of the strains under study. The Δ*mntP* and Δ*mntP* Δ*glnA* strains exhibited an about 1.7-fold increase in β-galactosidase activity compared to that of the WT counterpart (Fig. 2C). Upon exposure to 1 mM manganese, the Δ*mntP* strain, but not the Δ*mntP* Δ*glnA* strain, exhibited a 3.7-fold increase in β-galactosidase activity (Fig. 2C). The *glsA-lacZ* activity remained unaltered in unfed and manganese-fed Δ*glnA* strain cells (Fig. 2C).

We performed an ammonia production assay as a function of GlsA activity using the bromocresol green pH indicator dye (25). Instead of merely visualizing color changes (see Fig. S4A in the supplemental material) as described (25), we recorded the absorption spectrum of the dye (Fig. S4B). A gradual increase in the ratio of the two absorption peaks (*A*_620_/*A*_420_) of the dye highly correlated with the increasing amounts of an added base to raise the pH from 3.2 to 5.9 (Fig. S4C). Thus, we consider the GlsA-catalyzed ammonia base liberation from E. coli strains as a function of *A*_620_/*A*_420_.

A steep increase in *A*_620_ and *A*_620_/*A*_420_ values was observed within 3 min when the indicator dye was incubated with unfed Δ*mntP* or manganese-fed Δ*mntP* strain cells (Fig. 2D and E), indicating a faster ammonia release under this condition. As expected, the *A*_620_/*A*_420_ ratio suggested that the Δ*glsA* strain did not liberate any ammonia with time (Fig. 2E). Similarly, from the *A*_620_/*A*_420_ ratio, it appeared that unfed and manganese-fed Δ*glnA* and unfed Δ*mntP* Δ*glnA* strains also did not liberate ammonia, indicating that GlsA function in these strains was compromised (Fig. 2D and E). However, the manganese-fed Δ*mntP* Δ*glnA* mutant raised the *A*_620_/*A*_420_ value to some extent, indicating a moderate GlsA activity in this condition (Fig. 2E). This observation is consistent with the finding that intracellular ammonia levels increased in the manganese-fed Δ*mntP* Δ*glnA* strain (Fig. 2A). Unfed WT and Δ*glsB* strains increased the *A*_620_/*A*_420_ ratios very slowly, while the manganese-fed WT strain moderately elevated the *A*_620_/*A*_420_ values throughout the incubation (Fig. 2E). We attempted to correlate ammonia liberation as a function of pH changes. However, unlike alterations in *A*_620_/*A*_420_ with the increasing amounts of added bases, the alterations in pH units were negligible (see Fig. S5 in the supplemental material), as bromocresol green dye has a pK_a_ value of ~5.0 (Fig. S4).

### Intracellular alkalization dictates manganese-driven riboswitch activation.

We determined the cellular manganese concentrations in E. coli strains (Fig. 3A). The 1 mM manganese-fed Δ*mntP* strain retained the highest level of manganese (Fig. 3A). WT cells treated with 1 mM exogenous manganese elevated the cellular level of manganese to the extent that was equivalent to the manganese content in the unfed Δ*mntP* strain (Fig. 3A). Exogenous 8 mM manganese raised the cellular manganese level from 22 μM to 400 μM in the WT cells (Fig. 3A). Since 1 mM and 8 mM manganese conferred similar phenotypes to the Δ*mntP* and WT strains, respectively (Fig. 1A and E; Fig. S2A), we suppose that ~400 μM would be a threshold level of cellular manganese that confers the maximum degree of toxicity in E. coli. We estimated that the 1 mM manganese-fed Δ*mntP* Δ*glnA* and Δ*mntP* Δ*glsB* strains and the 8 mM manganese-fed Δ*glsA* and Δ*glsB* strains accumulated more than or equal to the threshold level of manganese (Fig. 3A).

**FIG 3:**
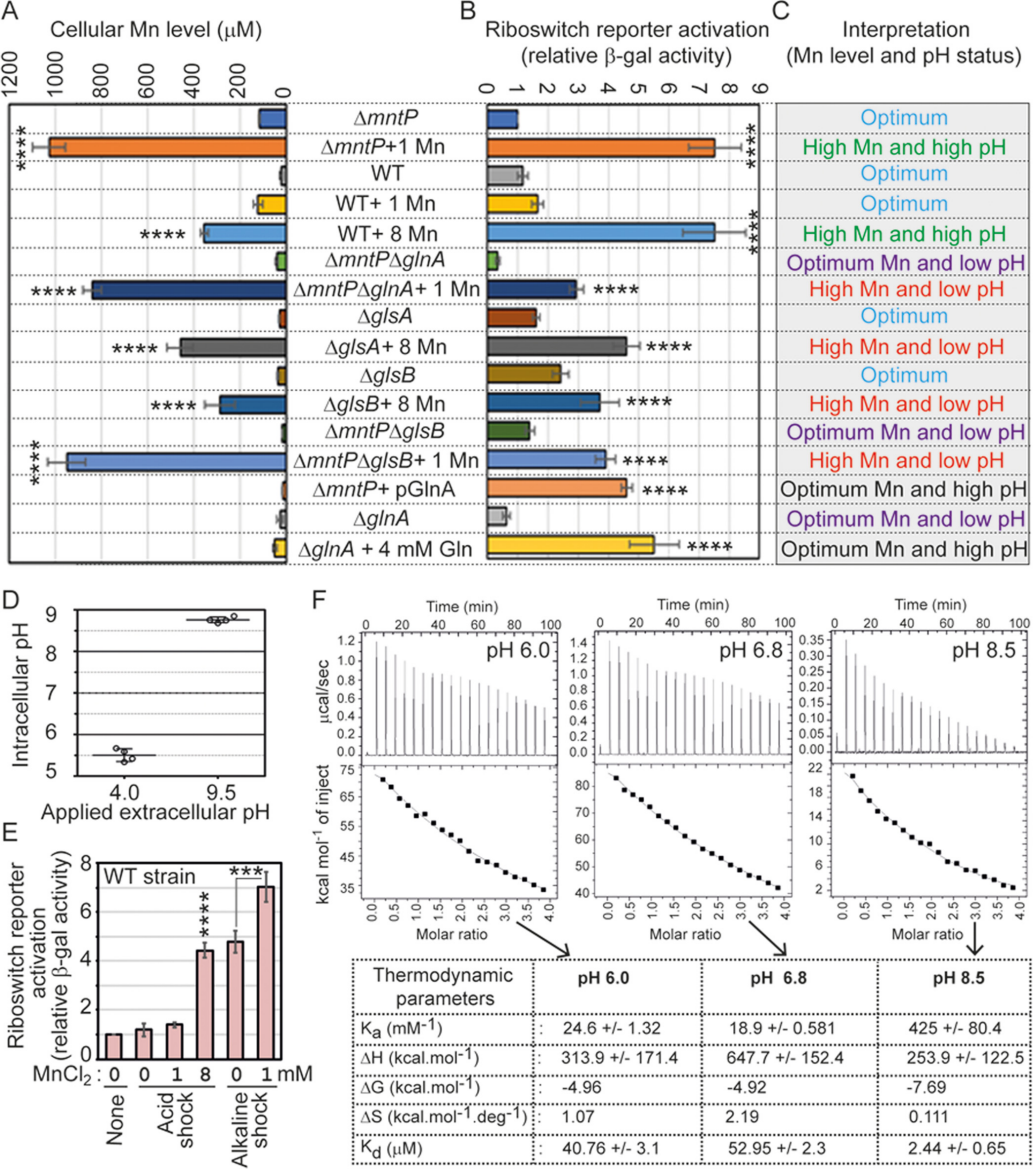
The concerted action of cellular manganese and alkaline pH to activate the *mntP* riboswitch. (A) Bar diagram represents the estimated levels of intracellular manganese in the untreated and treated E. coli strains (using ICP MS methodology). ****, *P* < 0.0001 against the untreated Δ*mntP* strain. (B) The riboswitch reporter activities in the different strains grown under specific conditions were plotted from the *lacZ* reporter (relative β-gal activity) assays. The riboswitch reporter activity in the Δ*mntP* strain was 16.62 ± 1.62 Miller units, which was normalized to 1 for the fold change calculation. ****, *P* < 0.0001 against the untreated Δ*mntP* strain. (C) Combining the cellular pH (Fig. 1E and 2B) and manganese levels (Fig. 3A) in a specific strain grown under desired conditions, we classified intracellular environments into five different categories. (D) Intracellular pH of WT E. coli strain was determined under the specific acid and alkaline conditions. (E) Relative riboswitch reporter activity was estimated in the WT E. coli strain under acid and alkaline condition and in the presence or absence of manganese. The riboswitch reporter activity in WT strain was 16.84 ± 1.01 Miller units, which was normalized to 1 for the fold change calculation. ***, *P* < 0.001; ****, *P* < 0.0001 against untreated WT strain. (F) ITC experiments were performed under 3 different pH, *viz.*, 6.0, 6.8, and 8.5 to get binding parameters for the *mntP* riboswitch element and manganese interaction.

Recently, a *lacZ* reporter construct has been used to demonstrate the riboswitch activity in an *mntP*-deficient PM1205 E. coli strain under manganese shock (11). Similarly, we constructed a P_T7A1_-5′-UTR*_mntP_*-*lacZ* reporter. Consistent with the observation (11), our reporter construct indicated a 7.5-fold increase in β-galactosidase activity in 1 mM manganese-fed and 8 mM manganese-fed Δ*mntP* and WT strains, respectively (Fig. 3B).

Combining the levels of cellular manganese (Fig. 3A) and pH (Fig. 1E and Fig. 2B) in E. coli strains, we categorized intracellular environments as follows: (i) optimum, when intracellular manganese was below the threshold level and pH remained around 7.4; (ii) high Mn and high pH, when intracellular manganese was equal to or above the threshold level and pH elevation was above 8.0; (iii) high Mn and low pH, when intracellular manganese was equal to or above threshold level but pH declined to be acidic; (iv) optimum Mn and high pH, when intracellular manganese remained at optimum but pH elevation was above 8.0; and (v) optimum Mn and low pH, when intracellular manganese remained at optimum but pH was declined to be acidic (Fig. 3C). As expected, the “high Mn and high pH” category (1 mM and 8 mM manganese-fed Δ*mntP* and WT strains, respectively) showed the highest level of riboswitch reporter activation (Fig. 3B and C). Interestingly, in the “high Mn and low pH” category (represented by 1 mM manganese-fed Δ*mntP* Δ*glnA* and Δ*mntP* Δ*glsB* strains or 8 mM manganese-fed Δ*glsA* and Δ*glsB* strains), the riboswitch reporter activity remained partial compared to the “high Mn and high pH” category (Fig. 3B and C). Similarly, in the “optimum Mn and high pH” category (represented by the Δ*mntP* strain harboring pGlnA and Δ*glnA* strain fed with 4 mM glutamine), the riboswitch reporter was activated substantially but not to the highest level (Fig. 3B and C). This data suggests that both alkalization or manganese toxicity can partially activate the riboswitch reporter, but to achieve the highest level of activation, concerted action of manganese and cytoplasmic alkalization was required. To recreate this scenario, we grew the WT strain under acidic or alkaline shock (pH 4.0 or 9.5; unbuffered) so that the cellular pH equilibrated to 5.5 or 8.6, respectively (Fig. 3D), and subsequently observed the effect of supplemental manganese on the riboswitch reporter activation. Bolstering our finding, the alkaline pH, or the toxic level of manganese at acidic pH could partially activate the riboswitch reporter, but the combination of both activated the riboswitch reporter to the maximal level (Fig. 3E). We also performed the riboswitch reporter activity in different pH (buffered) media in the presence or absence of manganese in the Δ*mntP* strain. Consistently, high pH (8.5) alone could activate the riboswitch reporter to 5-fold, which further increases to 9-fold in the presence of manganese (see Fig. S6A in the supplemental material). However, low pH (pH 5.0) and neutral pH (pH 7.0) media could not activate the riboswitch reporter sufficiently in the presence of 1 mM manganese (Fig. S6A). These data directly establish that both alkaline pH and manganese have additive effects in the activation of the *mntP* riboswitch. As a negative control, we used the P_T7A1_-*lacZ* reporter to show that the promoter activity was not influenced by pH variations (Fig. S6B).

Similarly, we incorporated the *alx* riboswitch reporter (P_T7A1_-5′-UTR*_alx_*-*lacZ* reporter) in the Δ*mntP* strain to show that 1 mM and 2 mM exogenous manganese activated the *alx* riboswitch reporter to 3- and 6.5-folds, respectively, in unbuffered LB broth, where manganese treatment could intrinsically raise the pH (see Fig. S7 in the supplemental material). This manganese-mediated riboswitch reporter activation was dramatically suppressed in buffered LB broth at pH 5.0 (Fig. S7). However, the riboswitch reporter activation was modest (3.5-fold under 2 mM manganese stress) in buffered LB broth at pH 7.0 (Fig. S7). Remarkably, the *alx* riboswitch reporter was activated at the highest level in the presence of manganese in buffered LB broth at pH 8.5 (Fig. S7). Interestingly, pH 8.5 alone could activate the riboswitch reporter to 3.5-folds (Fig. S7). These data support the previous reports that either alkaline pH or manganese can activate the *alx* riboswitch reporter (11, 16, 17). Herein, we show that the cumulative effect of both alkaline pH and manganese is required for *mntP* and *alx* riboswitch reporter activation at the highest degrees.

We conducted isothermal titration calorimetry (ITC) experiments to address whether the alkaline pH sensitizes the interaction between manganese and the riboswitch element. For this study, we generated the whole 5′-UTR of *mntP* using T7 RNA polymerase-based *in vitro* transcription. The RNA was dissolved in buffers with pH 6.0, 6.8, and 8.5 to equilibrate, and 4 μM RNA was titrated by increasing concentrations of MnCl_2_ at 25°C. The ITC profiles exhibited an entropy-driven reaction at pH 6.0, 6.8, and 8.5 (Fig. 3F). Interestingly, a lower Gibbs free energy (Δ*G*) was recorded for the binding assay at pH 8.5 (−7.69 kcal/mol) than at pH 6.0 and 6.8 (−4.96 and −4.92 kcal/mol, respectively). Conversely, the dissociation constant (*K_d_*) value was lowest at pH 8.5 (2.44 ± 0.65 μM) compared to *K_d_* values at pH 6 and pH 6.8 (40.76 ± 3.1 and 52.95 ± 2.3 μM, respectively). Thus, a substantially lower Gibbs free energy (Δ*G*) and 17- to 22-fold lower *K_d_* values at alkaline pH suggested that manganese binds to the riboswitch element more favorably and tightly under alkaline condition.

## DISCUSSION

The current study unfolds three hitherto unknown aspects of bacterial physiology. First, we show that manganese intoxication triggers alkalization of cytoplasm, mainly by altering nitrogen metabolism (Fig. 1). Second, by decoupling the intracellular enlarged manganese pool from intrinsic alkalization, we demonstrate that the concerted actions of these two factors activate the *mntP*, and *alx* riboswitch reporters maximally (Fig. 2 and 3; see also Fig. S7 in the supplemental material). Third, we reveal how intelligently E. coli calibrates its metabolism under manganese stress, thereby causing intrinsic cellular alkalization, which is critical for the riboswitch-mediated manganese homeostasis (Fig. 1 and Fig. 3A). Interestingly, alkaline pH inhibits MntH-mediated manganese import in Salmonella enterica (26). Since E. coli and S. enterica MntH proteins are 94% identical, it is quite plausible that the manganese-induced alkalinity in E. coli would also inhibit MntH function. Interestingly, the foundational study on the *mntP* riboswitch has been performed using a mutant strain of E. coli (that makes MntP nonfunctional) (11). Using this mutant strain, they found that 1 mM manganese is enough to cause riboswitch reporter activation (Fig. 3B). Consistent with this, our study with the Δ*mntP* strain also shows riboswitch reporter activation at 1 mM manganese. However, in addition, we also used a WT strain of E. coli to show that 8 mM manganese is required to maximally activate the riboswitch reporter (Fig. 3B).

The glutamate-glutamine cycle plays a pivotal role in acid resistance (20–22). While GlnA solely synthesizes glutamine using glutamate, two alternative pathways exist for glutamine to glutamate production. The principle one is catalyzed by GOGAT (27, 28). The other one is GlsA/B-mediated glutamine degradation, generating glutamate and ammonia (21, 29). We have previously demonstrated that manganese toxicity inactivates GOGAT (9). Thus, glutamate production via activated GlsA/B under manganese shock (Fig. 2C to E) liberates ammonia, raising the cellular pH (Fig. 4). Conversely, a complete shutdown of glutamine to glutamate production in manganese-fed Δ*glsA*, Δ*glsB*, and Δ*mntP* Δ*glsB* mutants might affect glutamate-mediated acid resistance systems that help to raise the pH, thereby lowering cellular pH (Fig. 2B). We also tested the role of glutamate dehydrogenase (*gdhA*) that catalyzes glutamate synthesis, conjugating α-ketoglutarate, and ammonia in pH elevation. However, deleting *gdhA* from the Δ*mntP* strain barely alters the growth profile, or cellular pH, under manganese stress (see Fig. S8 in the supplemental material), suggesting that *gdhA* plays no role under manganese stress.

**FIG 4:**
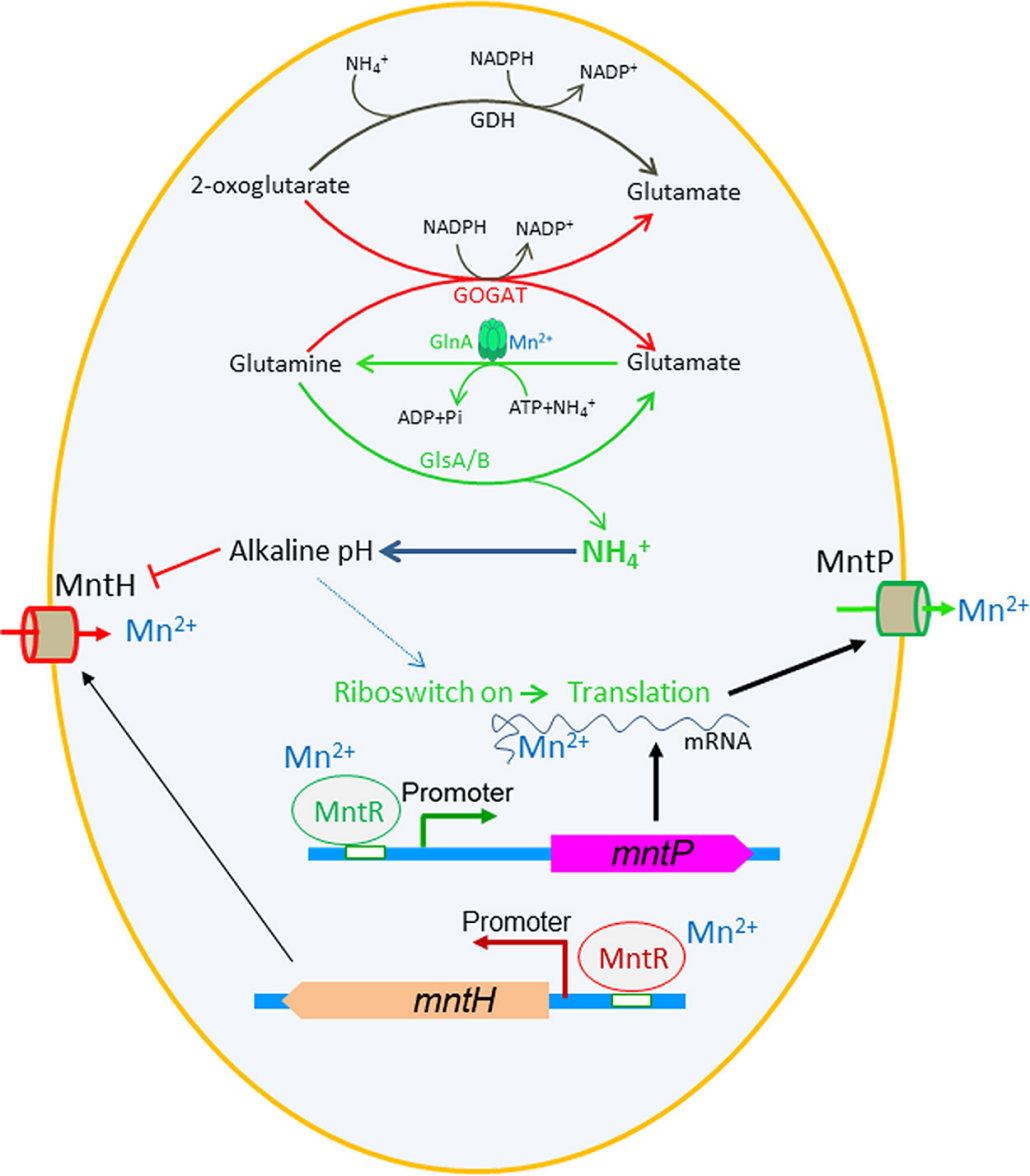
The integrated model depicts how the intrinsic cellular alkalization contributes to manganese homeostasis. Skewed functioning of the glutamate-glutamine cycle enzymes (*viz.*, activation of GlnA and GlsA/B enzymes and deactivation of GOGAT) under manganese stress leads to ammonia production and subsequent alkalization. The alkaline pH favors interaction between manganese and the riboswitch element to upregulate MntP expression enhancing manganese efflux. The excess manganese activates MntR to repress MntH importer. The alkaline pH also blocks MntH functioning, as reported (26), to resist manganese intoxication.

Previously, GlsA, a glutaminase that functions under acidic pH, and glutamine have been shown to constitute an acid resistance system that accelerates ammonia production to cope with external acid shock (21, 29). However, whether ammonia production induced by GlsA action could intrinsically cause intracellular alkalization was not envisioned. Furthermore, no relevant physiological importance of GlsB, which functions optimally at alkaline condition, is known so far (21, 29). The present study reveals that GlnA and GlsA/B work in concert, causing intrinsic alkalization (i.e., without extrinsic acid-shock stimulus) in E. coli under manganese stress. Thus, for the first time, our study provides a rationale for the existence of two Gls proteins in E. coli (21, 29). A recent report suggests that deletion of glutamine synthetase (GS) in Leishmania donovani affects its viability (30). Mycobacterium tuberculosis GS has also been considered as a potential therapeutic target to inhibit its growth (31). Whether glutamate-glutamine cycle-mediated alkalization imparts viability of these pathogens needs further investigation.

In humans, excess manganese dents the metabolic processes in basal ganglia causing manganism (32, 33). Besides, glutamine synthetase (GS) plays a pivotal role in recycling the neurotransmitter glutamate and in ammonia detoxification, thereby preventing glutamate/ammonia neurotoxicity. Alteration in the expression of GS contributes to pathologies of several neurological disorders, including hepatic encephalopathy, ischemia, amyotrophic lateral sclerosis, epilepsy, Alzheimer’s and Parkinson’s diseases, traumatic brain injury, etc. (34). Glutaminases (Gls) have been reported to be involved in neuroinflammation responses of various neurological disorders (35). Thus, in neurodegenerative diseases, glutamine, ammonia, and glutamate play significant roles (36). Therefore, considering the universality of the key biochemical reactions, the elevation of pH may play critical roles in manganism and other neurological disorders.

The alkaline pH favored the interaction between manganese and the *mntP* riboswitch element by decreasing the Δ*G* and increasing *K_a_* (Fig. 3F). Corresponding dissociation constant (*K_d_*) values for this interaction were 40.76 ± 3.1 μM, 52.95 ± 2.3 μM, and 2.44 ± 0.65 μM at pH 6.0, 6.8, and 8.5, respectively (Fig. 3F). These values are well within the range of basal levels of manganese (20 to 30 μM) in E. coli (9). Specifically, the *K_d_* value 2.4 μM at pH 8.5 is much lower than the basal level of manganese. This observation explains how alkaline pH sensitized the riboswitch activation even in the presence of basal levels of manganese (Fig. 3A). Since alkaline pH has the ability to break up some Hoogsteen base pairs (37), a similar scenario for *mntP* riboswitch could facilitate further manganese binding. Especially the extended 5′-UTR portion downstream of the manganese-binding aptamer (11) could fold back to form a triple helix (38), inhibiting manganese binding at a lower pH. A smaller Δ*S* value at alkaline pH possibly indicates that manganese is required to make lesser disorder at alkaline pH than at acidic pH to turn the riboswitch on (Fig. 3F).

The *K_d_* value at pH 6.8 for the *mntP* riboswitch in our study (52.95 ± 2.3 μM) matches well with the reported *K_d_* values for other manganese-sensing *yybP*-*ykoY* riboswitches from Lactococcus lactis and Streptococcus pneumoniae (30 to 40 μM and 54 ± 26 μM, respectively) (39, 40). In contrast to our finding, a previous report has shown a *K_d_* value of 7 nM for manganese-sensing *mntP* riboswitch aptamer from E. coli at pH 6.8 (41). This low nanomolar *K_d_* value is far below the intracellular concentration of manganese in WT E. coli (20 to 30 μM) (9). Therefore, this value appears to be physiologically irrelevant, as the *mntP* riboswitch would have always been activated at that cellular level of manganese. In other words, the riboswitch activation would not have required a further increase in cellular manganese level. Furthermore, where the authors have shown an enthalpy-driven reaction (41), we observed an entropy-driven reaction for the manganese and *mntP* riboswitch interaction (Fig. 3F). The length of the riboswitch sequences in our study (whole 5′-UTR) and in the previous report (shorter riboswitch aptamer) (41) might be the possible reason for such observed discrepancies.

## MATERIALS AND METHODS

### Bacterial strains, plasmids, media, and growth conditions.

The wild-type BW25113 (WT) and the KEIO knockout mutant strains of E. coli used in this study are listed (Table 1). The knockouts were verified by PCR, freshly transduced into the WT background by P1 phage, and sequenced to confirm the deletion. The double and triple mutants were generated by P1 phage transduction. The P*_glsA_*-*lacZ* transcriptional fusion construct was made by fusing the entire *glsA* promoter region beginning with 220 nucleotides upstream of the transcription site and the 68-nucleotide 5′-UTR of *glsA* to *lacZ*. Similarly, we constructed two more translational fusion reporters, P_T7A1_-5′-UTR*_mntP-_*_17-codons_-*lacZ* and P_T7A1_-5′-UTR*_alx-_*_17-codons_-*lacZ*. For this, the entire 5′-UTR and the first 17 codons of the *mntP* or *alx* genes were fused with *lacZ*. Further fusion PCRs were performed to attach the T7A1 promoter upstream of these reporters. We also made the P_T7A1_-*lacZ* reporter a negative control to check the effects of different pH on T7A1 activity. The reporter constructs were cloned into the pAH125 vector (42). The cloned constructs were then integrated into the genome of WT strain using the pINT helper plasmid and screened for single integrant, as described (42). The genotype was transduced to various desired strains of E. coli by P1 transduction. The gifted and constructed plasmids in this study are mentioned in Table 1. The oligonucleotides used in the study are mentioned in Table S1 in the supplemental material. All studies were done in LB broth and LB agar media at 37°C.

**TABLE 1:** List of strains and plasmids used in this work

Strain or plasmid	Description/feature(s)^*a*^	Reference or source
Strain		
BW25113	Escherichia coli; *rrnB3*Δ*lacZ4787hsdR514*Δ(*araBAD*) 567 Δ(*rhaBAD*)568 *rph-1*	46
Δ*mntP* mutant	BW25113, Δ*mntP*::Kan^r^	46
Δ*glnA* mutant	BW25113, Δ*glnA*::Kan^r^	46
Δ*glsA* mutant	BW25113, Δ*glsA*::Kan^r^	46
Δ*glsB* mutant	BW25113, Δ*glsB*::Kan^r^	46
Δ*gadA* mutant	BW25113, Δ*gadA*::Kan^r^	46
Δ*gadB* mutant	BW25113, Δ*gadB*::Kan^r^	46
Δ*gadC* mutant	BW25113, Δ*gadC*::Kan^r^	46
Δ*glsA* Δ*glsB* mutant	BW25113, Δ*glsA*, Δ*glsB*::Kan^r^	This study
Δ*mntP* Δ*glnA* mutant	BW25113, Δ*mntP*, Δ*glnA*::Kan^r^	This study
Δ*mntP* Δ*glsA* mutant	BW25113, Δ*mntP*, Δ*glsA*::Kan^r^	This study
Δ*mntP* Δ*glsB* mutant	BW25113, Δ*mntP*, Δ*glsB*::Kan^r^	This study
Δ*mntP* Δ*glnA* Δ*glsA* mutant	BW25113, Δ*mntP*, Δ*glnA*, Δ*glsA*::Kan^r^	This study
Δ*mntP* Δ*glnA* Δ*glsB* mutant	BW25113, Δ*mntP*, Δ*glnA*, Δ*glsB*::Kan^r^	This study
Δ*mntP* Δ*gadABC* mutant	BW25113, Δ*mntP*, Δ*gadA*, Δ*gadB*, Δ*gadC*::Kan^r^	This study
Plasmid		
pET28a (+)	Kan^r^; T7-promoter; IPTG inducible	Novagen
pET-glnA	*glnA* cloned in NdeI and HindIII sites of pET28a (+) vector	This study
pCL1920	Amp^r^; Lac-promoter, IPTG inducible	A gift from J. Gowrishankar (47)
pAH125	Kan^r^; LacZ reporter	A gift from R. Chaba (42)
pINT	Amp^r^; λ-integrase	A gift from R. Chaba (42)
pBAD-GFPmut3*	Amp^r^; Lac-promoter, arabinose inducible	C. Mullineaux (23)
pGlnA	pCL1920 with *glnA* at NdeI and HindIII	This study
pBAD/*Myc*-His A	Amp^r^; cloning vector	Invitrogen
pDAK1	pBAD/*Myc*-His A; two NdeI sites were mutated and NcoI site was replaced by NdeI	This lab
pGlsA	pDDAK1 with *glsA* at NdeI and HindIII	This study
pGlsB	pDDAK1 with *glsB* at NdeI and HindIII	This study

a Kan^r^, kanamycin resistance; Amp^r^, ampicillin resistance; Cm^r^, chloramphenicol resistance.

### Growth curve analysis.

The primary culture was grown overnight at 37°C with shaking. For growth analysis, the cultures were diluted to 0.6 optical density at 600 nm (OD_600_), and 1% of the diluted culture was inoculated in 1 mL of LB broth in the presence and absence of desired concentrations of manganese. Growth curve analysis was done using a Bioscreen C growth analyzer (Oy growth curves Ab Ltd).

### Viability assay.

To check the survivability under extreme manganese stress, 1% overnight cultures were inoculated in LB media supplemented with 10 mM manganese. After incubating for the indicated times, the cultures were diluted as required and plated on the LB agar surface. The number of colonies were counted and compared with the initial number of cells determined from the untreated counterparts.

### Microarray experiments.

The saturated overnight cultures of E. coli strains were inoculated in the fresh LB medium at 1:100 dilution and grown initially for 1 to 1.5 h to get the OD to about 0.3 and then grown again for 2.5 h in the presence or absence of 1 mM manganese at 37°C before harvesting the cell pellets. The pellets were washed with normal saline (0.9%) and stored by dissolving in RLT buffer (Sigma) before further processing. The microarray was done on an Agilent-based customized platform from Genotypic Technology, Bangalore. On average, three probes were designed for each gene. RNA extraction, quality control, microarray labeling, hybridization, scanning, and data analyses were done as mentioned previously (42).

### Estimation of intracellular glutamine and glutamate levels.

The WT and Δ*mntP* strain cells were grown in the presence or absence of 1 mM manganese. The cell pellets were washed with phosphate-buffered saline (PBS) and resuspended in 50% cold methanol. Subsequently, cells were subjected to three freeze-thaw cycles in liquid nitrogen followed by sonication. The supernatants were collected and dried using a SpeedVac vacuum concentrator. Liquid chromatography-tandem mass spectrometry (LC-MS/MS) analyses and quantification were done at the metabolomics facility, National Institute of Plant Genome Research, New Delhi, India, as per protocol (43). The amino acid levels were expressed as nanomoles per milligram of wet cell pellet weights.

### Estimation of intracellular pH.

The intracellular pH was estimated as described (24). Briefly, 1% of overnight primary cultures of the desired strains of E. coli harboring the pAra-TorA-GFPmut3* plasmid (23, 24) were inoculated in 200 mL of fresh LB broth to achieve an OD_600_ of 0.125. The cells were grown in the presence or absence of supplemented manganese or glutamine (at desired concentrations indicated in Results) for 2 h, and then green fluorescent protein (GFP) was induced with 0.003% L-arabinose. A total of 0.2 mM isopropyl-β-d-thiogalactopyranoside (IPTG) was used to induce GlnA from pGlnA-complemented strains. The cells were grown for another 2 h at 37°C after induction. The individual bacterial cell pellets were collected and washed with 1× PBS. The cell pellets were divided into 7 equal portions. Six portions of pellets were permeabilized by 20 mM sodium benzoate and incubated with 6 different buffers (pHs were 5.0, 6.0, 7.0, 7.5, 8.0, and 8.5) for 10 min so that the intracellular pH was equilibrated with applied external pH. GFP excitation was measured from 480 to 510 nm using an emission wavelength of 545 nm, and the standard curves were generated as described (24). The remaining cell pellet was dissolved in PBS to measure the GFP fluorescence directly. The intracellular pH was determined from the standard curve equations.

### β-galactosidase assay.

For the β-galactosidase assay, 1% of the overnight culture of bacterial strains were inoculated in fresh LB broth (initial OD_600_ was 0.125) and grown in the presence or absence of 1 mM manganese for 4 h at 37°C. The cell pellets were washed two times with Z-buffer (60 mM Na_2_HPO_4_, 40 mM NaH_2_PO_4_, 10 mM KCl, and 1 mM MgSO_4_), and the β-galactosidase assay was performed as described (44). Background β-galactosidase activity from the reporterless isogenic E. coli strains was determined and subtracted.

For the β-galactosidase assay, under exogenous alkaline and acid shocks were performed as described below. E. coli was grown in LB broth for 3 h at 37°C and then subjected to alkaline or acid shock. For this, the culture pH was adjusted to either 9.5 (using 4 M NaOH) or 4.0 (using 1 M HCl) and grown for 1 h at 37°C. In one set of assays, we measured the intracellular pH. In another set of assays, we performed β-galactosidase assays to know the riboswitch reporter activity. The riboswitch reporter activities were also checked by growing the E. coli cells in different buffered (pH 5.0, 7.0, and 8.5) LB broth.

### Western blotting experiments.

Untreated and manganese-treated cell pellets were harvested, washed with 1× PBS, and then lysed with B-PER bacterial protein extraction reagent (Thermo Scientific) followed by sonication. The total protein level was estimated by using the Bradford assay kit (Bio-Rad). Thirty micrograms of total cellular proteins from the individual samples were subjected to SDS-PAGE. The proteins were transferred to nitrocellulose membrane and stained with Ponceau S to visualize the resolution and equal loading in the PAGE. Western blotting was performed using polyclonal rabbit primary antibodies raised against purified GlnA protein and horseradish peroxidase (HRP)-conjugated secondary goat anti-rabbit polyclonal antibodies (Sigma-Aldrich). The blots were developed by Immobilon Forte Western HRP substrate (Millipore).

### RNA synthesis by *in vitro* transcription.

The template DNA for *in vitro* transcription was prepared by fusing the T7 promoter and the *mntP* riboswitch element including 357 bases. The RNA was synthesized using the T7 RiboMax express large-scale RNA production system (Promega). To remove the DNA template, the RQ1 RNase-free DNase was added to the reaction mixture to a concentration of 1 unit per microgram of template DNA and incubated for 15 min at 37°C. The reaction mixture was then extracted with phenol-chloroform and ethanol precipitated. The eluted RNA was then passed through the P-6 column to remove the unincorporated nucleotides.

### Isothermal titration calorimetry.

A MicroCal Auto-iTC200 calorimeter (MicroCal Inc.) was used for calorimetric measurements to probe the interaction of the *mntP* riboswitch element with manganese at different pH values. Prior to the ITC experiments, the *mntP* riboswitch RNA was equilibrated in the ITC buffers (30 mM HEPES [for pH 6 and 6.8] or 30 mM Tris-HCl [for pH 8.5], 150 mM NaCl) and then heated to 95°C for 2 min and placed on ice for 10 min. Then, 5 mM MgCl_2_ was added to the RNA solutions and incubated at 21°C for 15 min. The RNA samples were centrifuged for 20 min at 13,000 rpm. MnCl_2_ was dissolved in ITC buffers and filtered. Experiments were performed with 4 μM RNA (cell) and 75 μM MnCl_2_ (syringe) at 25°C. MnCl_2_ was also injected into the respective ITC buffers to get background enthalpy changes and subtracted from the experimental binding data. Data were fitted using a one-site binding model fixing stoichiometry (N) at 2 using MicroCal Origin software. Individual ITC experiments were performed 3 times.

### Ammonia liberation assay.

The ammonia liberation from E. coli strains was estimated using the ab83360 ammonia assay kit (Abcam). As mentioned previously, the cells were grown before harvesting the pellets. Pellets were washed with cold 1× PBS. Ten milligrams of cells was resuspended in 100 μL of assay buffer. The samples were then centrifuged at 13,000 rpm for 5 min at 4°C. The supernatant was collected in a clean tube and kept on ice. Fifty microliters of reaction mix was added to standards and the sample wells in a 96-well plate and incubated in the dark at 37°C for 60 min. The plate reading was immediately taken at OD_570_ in a microplate reader.

### The ammonia production assay (glutaminase A activity assay).

To assess the activity of the GlsA enzyme, different E. coli strains were grown in the presence and absence of manganese. The cells were then pelleted and washed with 1× PBS. The pellets were resuspended in 1× PBS by normalizing according to their respective weight. Three hundred microliters of cell suspension (approximately 30 mg of wet cell weight) was further taken from each sample and centrifuged. The pellets were dissolved in 200 μL of GlsA assay solution containing 1 g/liter l-glutamine, 0.25 g/liter bromocresol green, 90 g/liter NaCl, and 3 mL/liter Triton X-100. The pH was adjusted to 3.2 with HCl. The resuspended cell pellets were mixed thoroughly and incubated at 37°C for 1, 3, 5, and 10 min. We recorded the color changes. The absorbance from 400 nm to 700 nm was recorded after collecting the supernatant from each time point using a Synergy H1 Hybrid plater reader (BioTek).

To generate a correlation between 620/420 ratios of bromocresol green dye and pH, NaOH was gradually added to the GlsA assay solution, and pH elevation was recorded after each addition. A portion of the solution was also taken out at after each additional spectral scan from 400- to 700-nm wavelengths. The spectrum values were normalized by considering OD values of 0.1 at 515 nm, the isosbestic point (515 nm) of bromocresol green dye.

### ICP-MS analyses to determine cellular manganese levels.

The cells were grown in the presence and absence of manganese for 4 h at 37°C and then pelleted. The pellets were washed twice with 1× PBS supplemented with 1 mM EDTA. The final washing was done with 1× PBS. The washed cell pellets were digested by adding 500 μL of 30% H_2_O_2_ and 3.5 mL of concentrated HNO_3_. The samples were heated over flame for 3 min and made up the final volume of 10 mL with MilliQ water. Digested samples were centrifuged at 10,000 rpm for 20 min. The manganese levels in the supernatants were determined using inductively coupled plasma mass spectrometry (ICP-MS) at Punjab Biotechnology Incubator, Mohali, India. The cellular metal concentrations were calculated by considering a total cellular protein concentration of 300 mg/mL as described (45).

### Statistical analyses.

The experiments were performed 3 to 6 times. Data analyses, normalization, etc. were done using Microsoft Excel, Microcal Origin, and GraphPad Prism software. Densitometry of the Western blots was done using Image J software. The graphs were plotted as mean ± standard deviation (SD). The *P* values were determined from the unpaired *t* test.

### Data availability.

The microarray data generated and used in this study have been deposited in the Gene expression Omnibus (GEO) database with accession number GSE186657.

# Supplementary material for: An Intrinsic Alkalization Circuit Turns on mntP Riboswitch under Manganese Stress in Escherichia coli
**Source:** Microbiol Spectr. 2022 Oct 3;10(5):e03368-22. doi: 10.1128/spectrum.03368-22

# Supplementary Information

## **An intrinsic alkalization circuit turns on *mntP*-riboswitch under manganese stress**

Arunima Kalita<sup>1</sup>, Rajesh Kumar Mishra<sup>1</sup>, Vineet Kumar<sup>1,†</sup>, Amit Arora<sup>1,‡</sup>, Dipak Dutta<sup>1,\*</sup>

**This PDF file includes:**

Figs. S1 to S8

Tables S1

**Figure S1. The growth analyses of different *E. coli* strains in the presence or absence of manganese stress.** **A.** The growth profile of *E. coli* WT,  $\Delta mntP$ ,  $\Delta glnA$ , and  $\Delta mntP\Delta glnA$  strains in the absence of supplemental manganese. **B-E.** The growth profiles of the same *E. coli* strains under 0.25 mM (**B**), 0.5 mM (**C**), 0.75 mM (**D**), and 1 mM (**E**) supplemental manganese.

**Figure S2. Effect of manganese on the growth of *E. coli* strains.** **A.** The comparative growth profiles of WT and  $\Delta mntP$  strains revealed that 8mM  $MnCl_2$  (Mn) has the same effect on growth of WT cells as 1mM manganese on the growth of  $\Delta mntP$  cells. **B.** The panel represents that while 0.5 mM manganese mildly inhibits growth of  $\Delta mntP$  cells, it severely affects the growth of  $\Delta mntP\Delta glnA$  strain. The multicopy expression of *glnA* from pGlnA plasmid (*glnA* cloned in pCL1920 vector) rescued the growth defects of the double mutant. **C.** The panel shows that the survivability of  $\Delta mntP$  and  $\Delta mntP\Delta glnA$  strains under 10 mM manganese.

**Figure S3. Growth defects of  $\Delta glsA$  or  $\Delta glsB$  containing double and triple mutants on the LB-agar plate.** **A.** Control plates showing that the designated single and double mutants grow normally on the LB-agar surface. **B.** The plates showing the compromised growth of  $\Delta glnA\Delta glsA$ ,  $\Delta mntP\Delta glsA$ , and  $\Delta mntP\Delta glnA\Delta glsA$  mutants at 12 and 18 hours of incubation. **C.** The plates showing the compromised growth of  $\Delta glnA\Delta glsB$ , and  $\Delta mntP\Delta glnA\Delta glsB$  mutants at 12 and 18 hours of incubation. **D.** The multicopy expression of *glsA* or *glsB* in the  $\Delta glnA\Delta glsA$ , and  $\Delta glnA\Delta glsB$  strains, respectively, rescued the growth defects.

**Figure S4. Kinetics of color change of bromocresol green indicator dye with pH.** **A.** Color of the indicator dye at different pH has been shown. **B.** Absorption spectra of the indicator dye at different pH values show that the absorption at 620 nm increases, while the absorption at 420 nm

decreases with increasing pH. **C.** Ratio of the two absorption peaks (620/420) were plotted at different pH.

**Figure S5. GlcA activity in the untreated and the manganese-treated *E. coli* strains. A.** Kinetics of GlcA-catalyzed ammonia base liberation from the *E. coli* strains were monitored at 1, 3, 5, 10 minutes time-points using bromocresol green dye. **B. i.** The panel is identical to the Figure 2E showing the increasing 620/420 ratios with time for the various *E. coli* strains grown, as indicated. **ii.** The approximate pH at different time-points were calculated from the 620/420 ratios (using fig S3C data) and plotted.

**Figure S6. The riboswitch activity under different buffered LB broth. A.** The  $\Delta mntP$  mutant was grown in different buffered LB broth with varying pH (5.0, 7.0 and 8.5) and in the presence or absence of manganese to show that the alkaline pH can activate the *mntP*-riboswitch independent of manganese stress. **B.**  $P_{T7A1}$ -lacZ reporter construct show that the promoter activity was not influenced by the pH variations.

**Figure S7. Activation of *alx*-riboswitch under manganese stress and alkaline shock.** The  $\Delta mntP$  mutant was grown in different buffered LB broth with varying pH (5.0, 7.0 and 8.5) and in the presence or absence of manganese to show that the alkaline pH can activate the *alx*-riboswitch independent of manganese stress.

**Figure S8. GdhA plays no significant role under manganese stress. A.** The growth curves reveal that  $\Delta mntP$  and  $\Delta mntP\Delta gdhA$  strains grows similarly under 0.5 mM manganese stress. **B.** 1mM manganese shock elevated the intracellular pH from 7.5 to 8.3 in the  $\Delta mntP\Delta gdhA$  mutant, which was similar to the pH in the unfed and 1 mM manganese-fed  $\Delta mntP$  strain (Figure 1E).

73 **Table S1. The list of oligonucleotides used in this study**

| Oligonucleotides        |                                                            |                                                                                                                                       |
|-------------------------|------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------|
| Oligo Names             | Sequence                                                   | Details                                                                                                                               |
| AK_glnA_F_28a           | GCTACTTCATATGTCCGCTGAACACGTAC                              | <i>glnA</i> forward primer with <i>NdeI</i> site. To clone in pET28a (+) vector                                                       |
| AK_glnA_R_28a           | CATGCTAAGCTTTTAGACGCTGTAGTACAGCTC                          | <i>glnA</i> everse primer with <i>HindIII</i> site. To clone in pET28a (+) vector                                                     |
| AK_glnAF_1920           | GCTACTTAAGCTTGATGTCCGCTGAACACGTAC                          | <i>glnA</i> gene Forward primer with <i>HindIII</i> site. To clone in pCL1920 vector                                                  |
| AK_glnAR_1920           | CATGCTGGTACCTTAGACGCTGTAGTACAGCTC                          | <i>glnA</i> gene Reverse primer with <i>KpnI</i> site. To clone in pCL1920 vector                                                     |
| T7A1_F                  | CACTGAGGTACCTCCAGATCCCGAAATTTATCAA                         | T7A1 promoter Forward primer With <i>KpnI</i> site. Used in riboswitch fusion construct preparation                                   |
| T7A1_R                  | TCGAGAGGGAGCAACCGCTGGAGTTC                                 | T7A1 promoter Reverse primer used in riboswitch fusion construct preparation                                                          |
| AK_1 mntP_T7A1 overhang | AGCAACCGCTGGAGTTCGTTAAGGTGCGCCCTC                          | <i>mntP</i> riboswitch Forward primer with T7A1-reverse primer overhang. Used in riboswitch fusion construct preparation.             |
| AK_2 mntP_rev           | GACAATGTCCTGACCGG                                          | <i>mntP</i> riboswitch Reverse primer. Used in riboswitch fusion construct preparation.                                               |
| AK_3 lacZ_com_F         | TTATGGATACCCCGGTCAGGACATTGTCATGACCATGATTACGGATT            | <i>lacZ</i> gene Forward primer with <i>mntP</i> riboswitch reverse primer overhang. Used in riboswitch fusion construct preparation. |
| AK_4 lacZ _R            | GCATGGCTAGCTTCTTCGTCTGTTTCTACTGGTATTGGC                    | <i>lacZ</i> gene Reverse primer with <i>NheI</i> site. Used in riboswitch fusion construct preparation.                               |
| AK_glsAlcF              | GCATCAGGTACCCAGGGTCAGGTCGATAG                              | <i>glsA</i> gene Forward primer with <i>KpnI</i> site. Used in making lacZ reporter promoter fusion.                                  |
| AK_glsAlcR              | GCTACGTCGACCTTTTGTTAACTCC                                  | <i>glsA</i> gene Reverse primer with <i>HindIII</i> site. Used in making lacZ reporter promoter fusion.                               |
| AK_T7mntP_F             | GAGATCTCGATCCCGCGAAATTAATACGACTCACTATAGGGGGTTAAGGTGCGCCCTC | T7 promoter primer with <i>mntP</i> riboswitch overhang for in vitro transcription template preparation.                              |
| AK17                    | GAATTCCTAGGTTTCGCAATGCTTCAAG                               | <i>mntP</i> riboswitch reverse primer for in vitro transcription template preparation.                                                |
| SB3                     | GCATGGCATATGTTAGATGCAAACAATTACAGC                          | <i>glsA</i> gene Forward primer with <i>NdeI</i> site. To clone in pDAK1 vector.                                                      |
| SB4                     | GCTTACAAGCTTCAGCCCTTAAACACG                                | <i>glsA</i> gene Reverse primer with <i>HindIII</i> site. To clone in pDDAK1 vector                                                   |

|     |                                        |                                                                                          |
|-----|----------------------------------------|------------------------------------------------------------------------------------------|
| SB5 | GCATGGCATATGGCAGTCGCCATGG<br>ATAATGC   | <i>glsB</i> gene Forward primer with <i>NdeI</i><br>site. To clone in pDAK1 vector.      |
| SB6 | GCTTACAAGCTTCGAGAGACTGCAT<br>TAATAAACC | <i>glsB</i> gene Reverse primer with<br><i>HindIII</i> site. To clone in pDAK1<br>vector |

74  
75  
76  
77  
78  
79  
80  
81  
82  
83  
84  
85  
86  
87  
88  
89  
90  
91  
92  
93  
94  
95  
96  
97  
98  
99  
100  
101  
102  
103  
104  
105  
106  
107  
108  
109  
110  
111  
112  
113  
114  
115  
116  
117  
118  
119  
120  
121

Figure S1

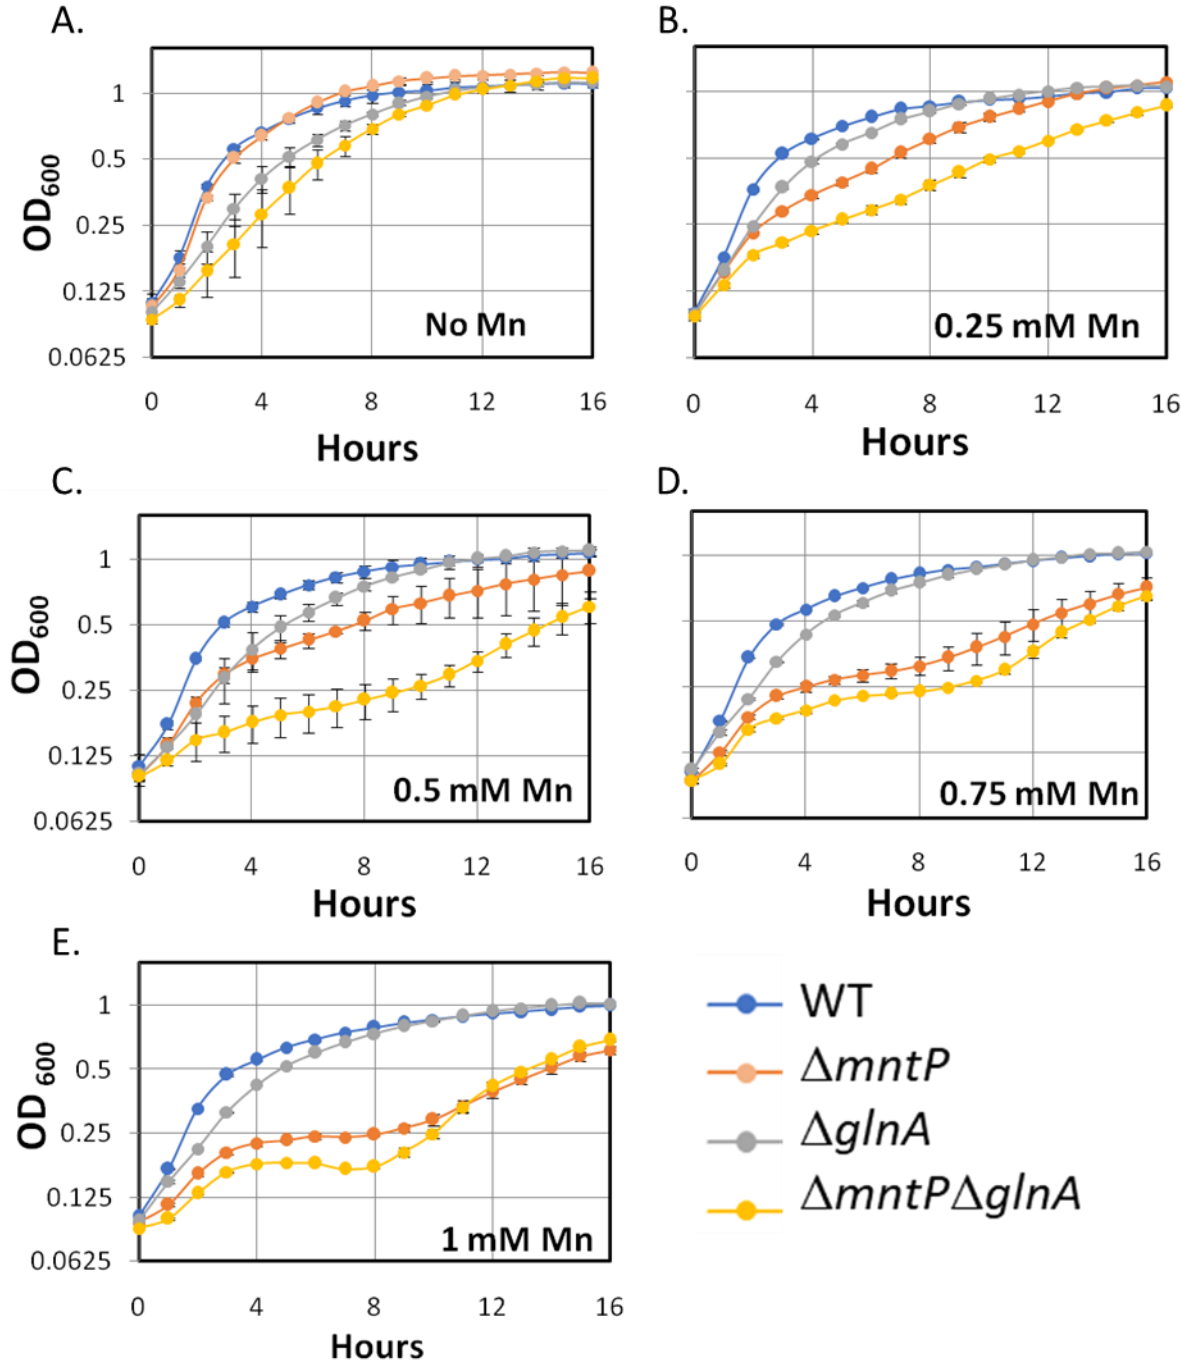

**Figure S2**

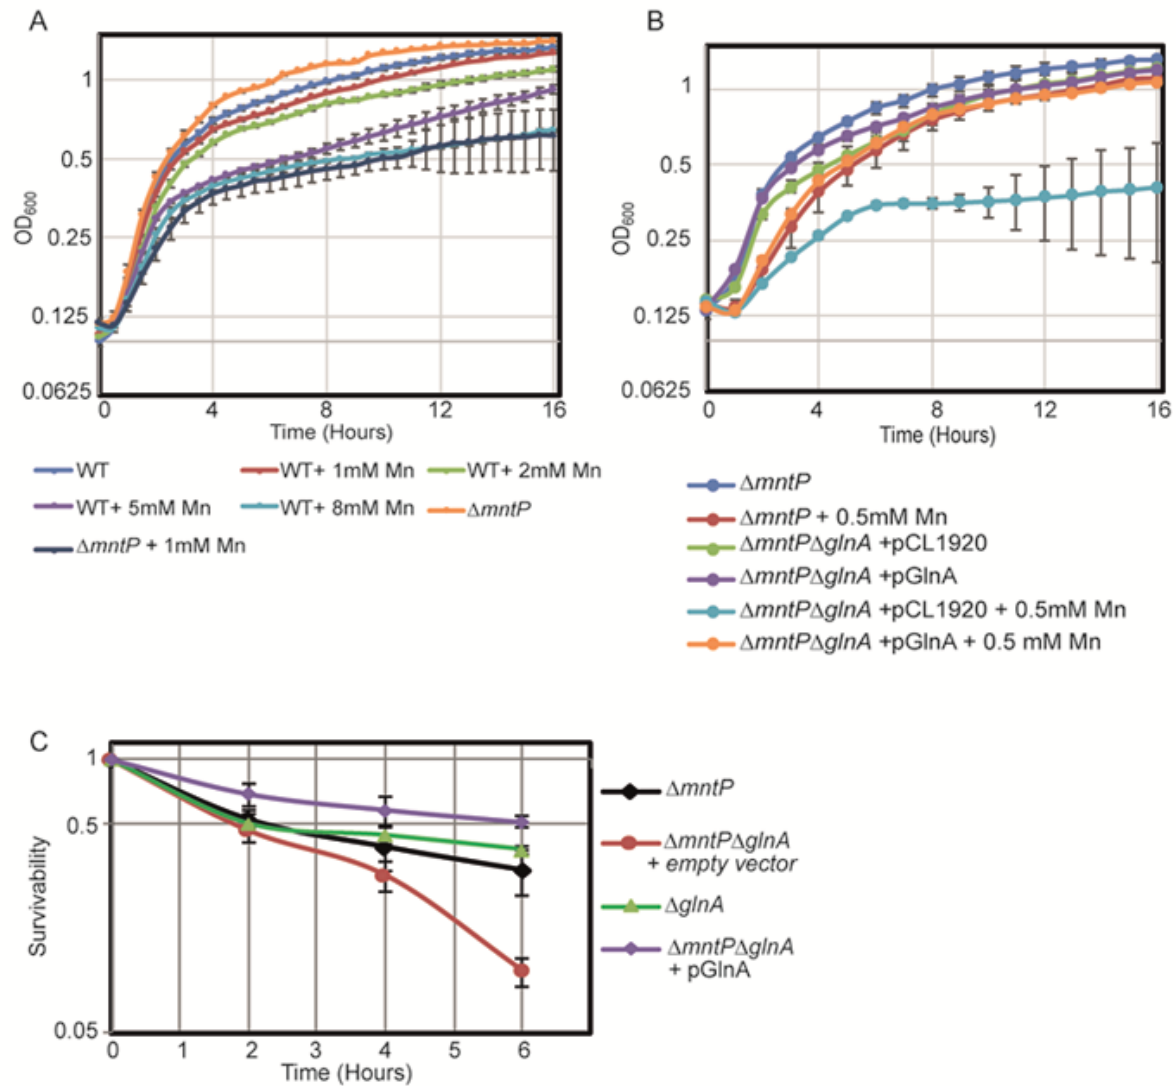

**Figure S3**

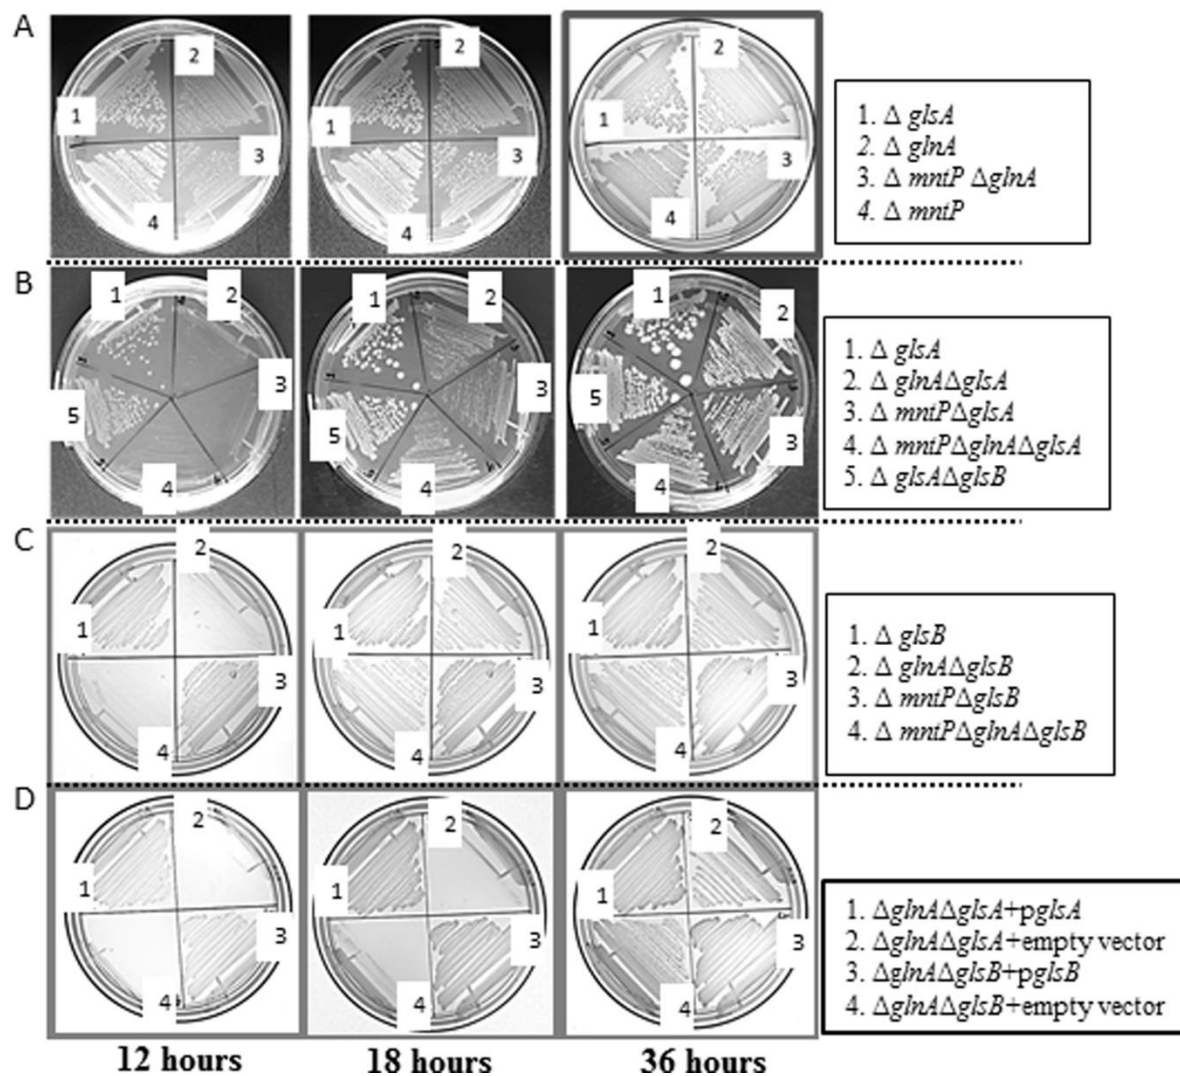

Figure S4

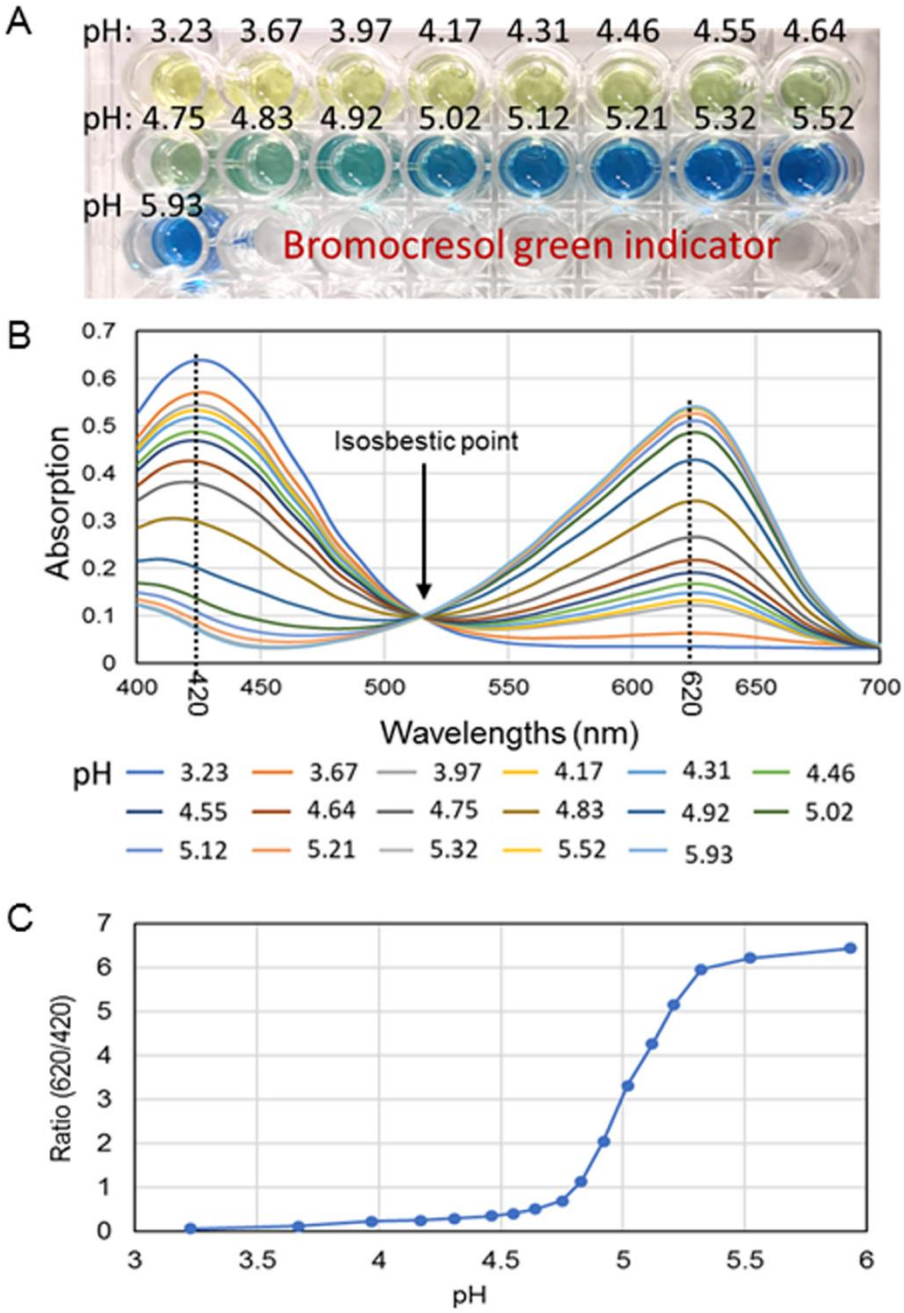

Figure S5

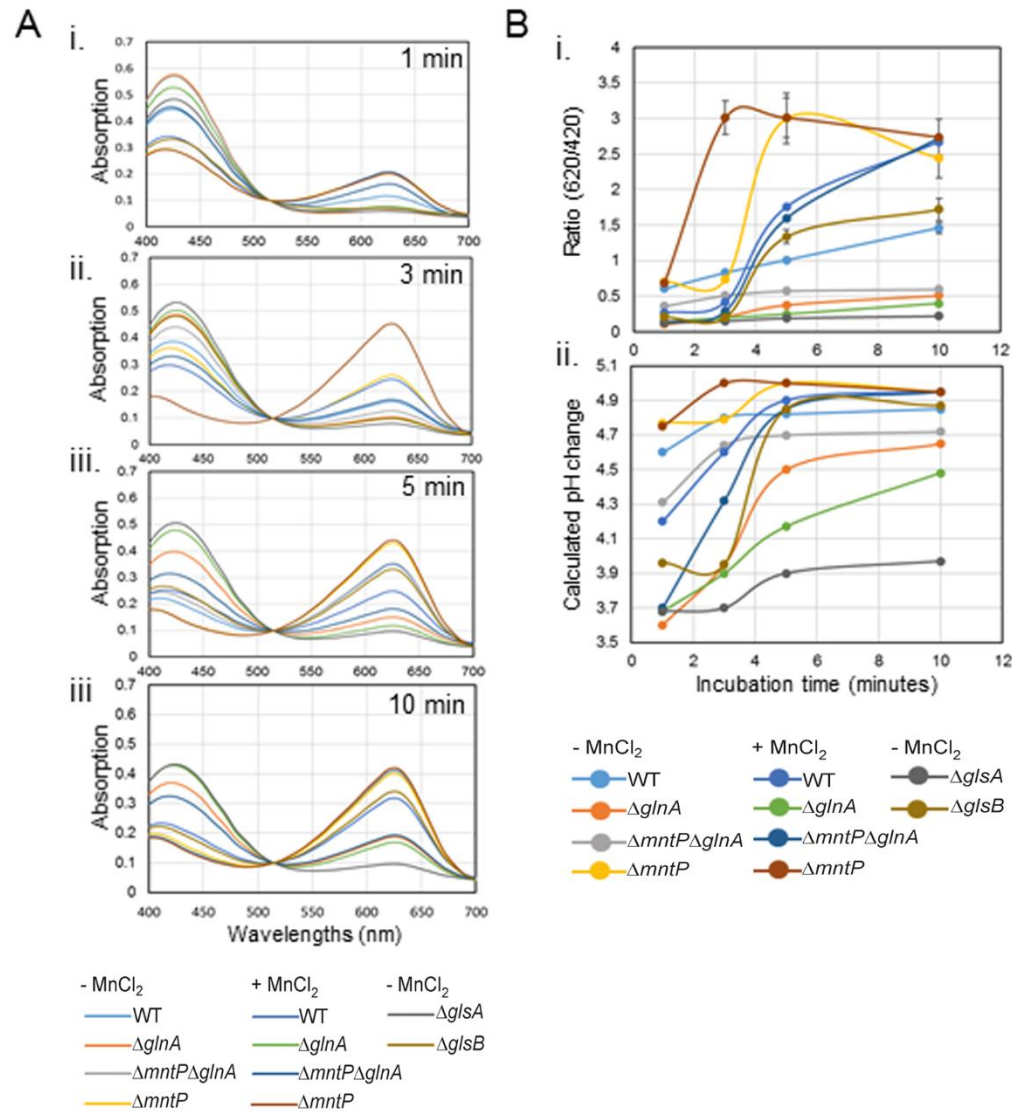

Figure S6

A

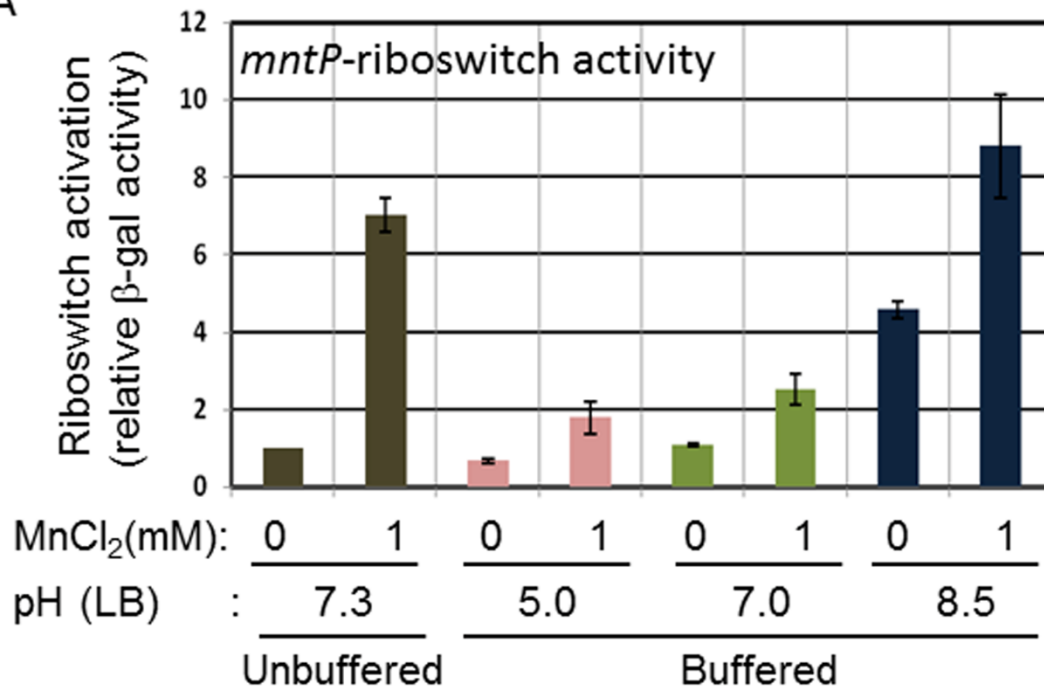

B

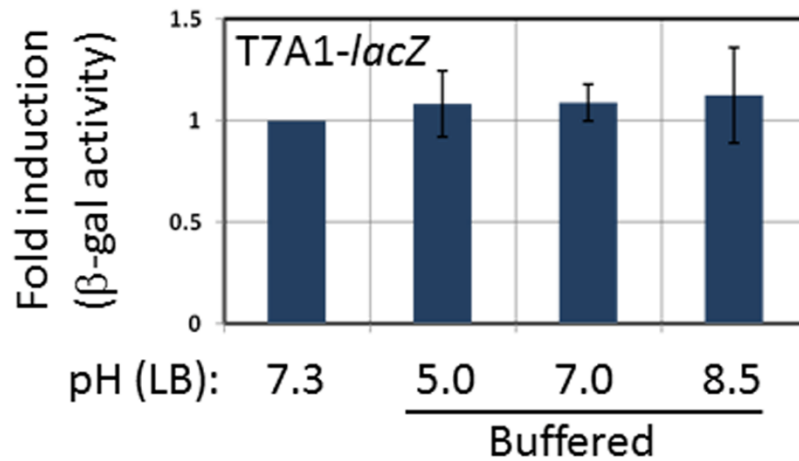

Figure S7

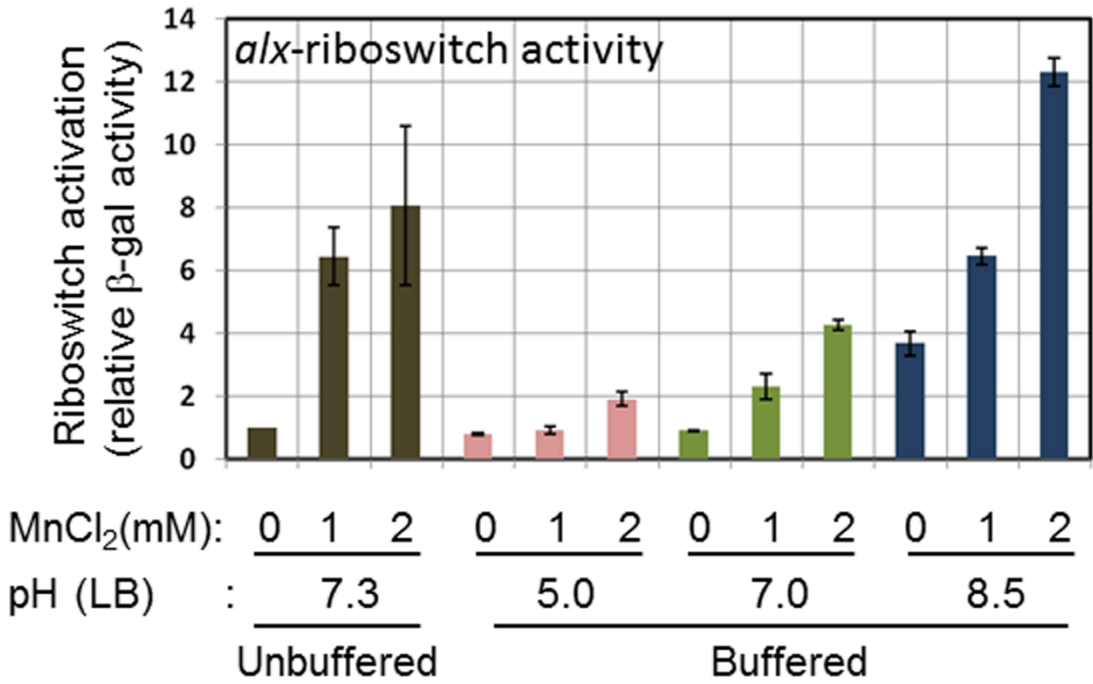

**Figure S8**

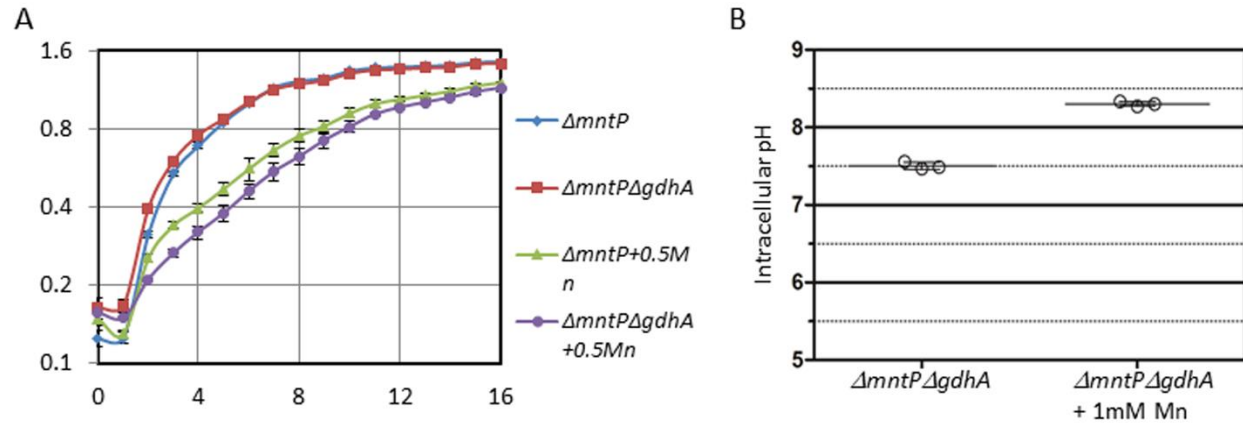

**Supplement:** Supplemental file 1 — Supplemental material. Download spectrum.03368-22-s0001.pdf, PDF file, 1.5 MB

How the deposited data were processed for this re-analysis (not part of the article)

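RNA from 14 cultures of *E. coli* was hybridized to 14 single-color Agilent arrays, 1 per culture, in the 6 groups described above. The authors deposited the scanner files of every array. In these files, as deposited, the processed signal is an intensity that the authors obtained from the Feature Extraction software, which adjusted it for background and detrended it within the array, with surrogate values for signals at background and without normalization between arrays. The files also hold the mean signal of each spot and the median local background, as intensities without normalization. The authors deposited as well a table of the whole series in log2 units, normalized between arrays. The method of that normalization is not named in the paper's text. Its columns had medians of 6.29 to 6.32 and the same maximum of 16.40, and they correlated with the log2 processed signals of the same arrays across probes with r of 0.970 to 0.986. Probes are an array's only depth here: 94.2% to 99.7% of the spots other than controls were well above background on each array, and the number of arrays limits the precision. The genome build behind the probes is not given, and 4340 of the 4347 loci were paired with symbols from RefSeq.

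The processed signals were taken to log2 and the 75th percentile of each array over probes other than controls was subtracted. The probes of a gene were averaged, intergenic probes were left out, and genes with a probe well above background on at least 2 of 14 arrays were kept, 4346 of 4347. limma 3.58.1 in R 4.3.3 fitted 1 mean per group and 1 variance per gene to all 14 arrays, with moderation by eBayes. Comparisons were each of the other 5 groups against the arrays labeled WT, manganese-fed against untreated cultures of each mutant, Δ*mntP* Δ*glnA* against Δ*glnA*, Δ*mntP* Δ*glnA* against manganese-fed Δ*glnA*, and the difference between the manganese responses of the 2 mutants. P values are two-sided and adjusted by the Benjamini-Hochberg method over all genes of a comparison, with a threshold of 0.05. Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 14 lists and 10 comparisons (140 tests). A part of 1 list and 1 comparison were added after the values were seen, and their p values were adjusted over all 165 tests. The shift of a list is the median log2 difference of its genes minus that of all genes. fry and camera with an estimated correlation were run beside it. The mean of the nitrate and nitrite genes was compared between groups with exact two-sided permutation tests. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1.

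Where a gene was at background in a group, no fitted difference is given. The fold is a bound against the larger of the lowest signal called well above background on the array and the signal of the gene, averaged over the arrays of the dim group.

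The lists were *gadABC*, the *gad* and *hde* genes (10), the transporter genes (*gltIJKL*, *gltP*, and *glnHPQ*), the nitrate and nitrite genes (31) with their *nap*, *nar*, *nir*, and *nrf* parts, *narGHJIK*, *narZYWVU*, genes of nitrogen limitation (42, without *glnA*, and 34 of them outside Fig. 1C), genes of the general stress response under RpoS (25), iron uptake and iron starvation genes under Fur (29), and ribosomal protein genes (53). The last 4 lists were written from general knowledge. Genes named in the text are every gene that the paper's text names for the arrays or for manganese homeostasis, every gene labeled in Fig. 1C, and for each comparison with the arrays labeled WT the 3 largest increases and 3 largest decreases among called genes with a symbol whose arrays all lie on 1 side of both WT arrays. For a gene at background this order rests on a fitted value that the background limits. The colors of Fig. 1C had been seen when this rule was written. *gltB* and *gltD* were named as genes of Fig. 1C. The lists, apart from the part outside Fig. 1C, the rule, the tests of genes and lists, and the alternatives below were set before the data were examined, and *narGHJIK* and *narZYWVU* were split after the colors of Fig. 1C had been seen. The tests of explanations that were chosen later are named where they are given. A gene of the paper's figure panels without a symbol on the array (*lacZ*, *araC*) is not analysed here.

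The alternatives were normexp background correction (offset 50) of the mean signals, quantile normalization, scaling to the median of each array, no filter on dim genes, the mean over only those probes that passed the filter, the median over probes, the deposited table, the slide as a fixed or a random block, the replicate number as a block, a fit of only the groups of the comparison, a variance trend, an added minimum log2 difference of 1, the unpaired test that the paper's methods name with and without adjustment, fry, camera with an estimated correlation, and leaving out each array in turn. The consensus correlation within slides was −0.13. Added after the data were seen were the scan run as a fixed block, the replicate block with the numbers of Δ*glnA* crossed, the replicate number as a block in a fit of only the 2 groups compared, and the difference between the manganese responses of Δ*glnA* and WT. After the group means were taken out, arrays of the same number were correlated in each of 3 pairs between untreated and manganese-fed Δ*mntP* Δ*glnA* (r of 0.136 to 0.799) and between Δ*mntP* Δ*glnA* and manganese-fed Δ*glnA* (0.349 to 0.711), so that the numbers were taken to pair the arrays in these 2 comparisons. They did so less between the manganese-fed mutants (0.0257 to 0.606), and the numbers of Δ*glnA* ran against those of every other group (−0.844 to −0.338). What a number marks is not given. Replicate 2 had the highest ratio of the 75th percentile to the median in every group with more than 1 array except Δ*glnA*. The pairing was inferred from the same data and cannot be told apart from this ratio.

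The pipeline was tested on simulated data with the same groups, in which 200 of 4346 genes were shifted by 2 log2 units. It recovered 57.0%, 81.0%, 86.5%, and 69.0% of them in manganese-fed WT against WT, Δ*glnA* against WT, manganese-fed against untreated Δ*mntP* Δ*glnA*, and the difference between the manganese responses of the mutants, with 6, 7, 4, and 4 false calls. Of 200 random lists, 4, 5, 6, and 6 had a p under 0.05. The simulated noise was independent between genes and arrays, without effects of the slide, the scan run, or the shape of the signal distribution. These rates therefore do not cover such effects or correlation between genes. For the brightness tests, 10000 random lists were drawn, each gene replaced by 1 of its 200 neighbors in mean signal.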

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

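The scan run as a block, the difference between the manganese responses of Δ*glnA* and WT, the tests of *alx*, *mntH*, and the iron genes within a scan run or with a block, against genes of like brightness, and under quantile normalization, those of the nitrate and nitrite genes, and that of a repression of the *ara* and *rha* operons were chosen only after the results were seen, as was the part of the nitrogen limitation list outside Fig. 1C.

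The response to manganese differed between Δ*mntP* Δ*glnA* and Δ*glnA* when the difference itself was tested. limma called 247 genes for it, 133 with a higher response in Δ*mntP* Δ*glnA* and 114 with a lower response. The shift in the response, Δ*mntP* Δ*glnA* minus Δ*glnA*, was −3.20 for *gadABC* (adjusted p = 4.8e-06, 3 of 3 genes called), −1.03 for the transporter genes (adjusted p = 0.0023), 1.17 for the nitrate and nitrite genes (adjusted p = 1.3e-07, 8 of 31 called), and −3.39 for the iron genes. Among single genes it was −2.8 for *gadA*, −2.98 for *gadB*, −2.20 for *gadC*, −1.68 for *amtB*, −1.1 for *gdhA*, 1.09 for *alx*, and −3.23 for *mntH*. The shift of the transporter genes lost its call under fry and without Δ*glnA* replicate 2 (−0.52). The call of *amtB* was lost without 10 of the 14 arrays, with values of −1.33 without Δ*glnA* replicate 2 and of −1.65 to −1.72 without either WT array, Δ*mntP* Δ*glnA* replicate 1, or any manganese-fed array of the mutants. With the slide as a block 73 genes were called, and *gadA* (−2.66), *gadB* (−2.78), *amtB* (−1.71), *gdhA* (−1.06), and *alx* (1.14) lost their calls. Those of *amtB* (−2.12) and *alx* (0.65) were also lost under scaling to the median of each array, and that of *amtB* in a fit of only these groups (−1.68). The scan run as a block gave 221. Without Δ*mntP* Δ*glnA* replicate 3 the count was 868. Without WT replicate 1 or 2, Δ*mntP* Δ*glnA* replicate 1, manganese-fed Δ*mntP* Δ*glnA* replicate 1 or 3, or manganese-fed Δ*glnA* replicate 1, 2, or 3, it was 155, 155, 140, 145, 137, 127, 118, or 143. Within scan run 3, manganese-fed Δ*glnA* lay above manganese-fed Δ*mntP* Δ*glnA* for *mntH* by 2.8 relative to the median of all genes (pooled 2.76), and manganese-fed Δ*mntP* Δ*glnA* lay above Δ*mntP* Δ*glnA* for *alx* by 2.06. For *mntH* this argues against a slide or scan effect as the whole source of its pattern. For *alx* it does so only for the response of Δ*mntP* Δ*glnA*. The difference between the responses is not decided for *alx*, as that of Δ*glnA* cannot be taken within a slide or run. For *gadABC* and *amtB* the untreated arrays of Δ*mntP* Δ*glnA* already lay above those of Δ*glnA* within scan run 1, by 3.38 and 2.19, so that the response of Δ*mntP* Δ*glnA* starts from a higher level. The untreated and manganese-fed arrays of Δ*glnA* shared neither a slide nor a scan run, and the blocks link them through Δ*mntP* Δ*glnA*, which lies on both slides and in 3 runs. With the slide or the scan run as a block, 72 or 38 genes were called between them, and the shift between the responses stayed past the threshold for *gadABC* (−2.94 and −3.42), the transporter genes (−0.94 and −1.54), the nitrate and nitrite genes (1.08 and 0.98), and the iron genes (−3.37 and −3.28). A difference in manganese handling between the strains may explain *alx*, and it was not tested further. For *mntH* it would not by itself explain the rise with manganese in Δ*glnA*, which was at least 1.66 in every alternative. The paper describes repression of *mntH* by MntR under manganese, which would lower it.

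The manganese response of Δ*glnA* also differed from that of WT, in 509 genes, 227 higher and 282 lower. For the nitrate and nitrite genes the shift, Δ*glnA* minus WT, was −2.64 (adjusted p = 3.5e-14, 21 genes called lower and 3 higher, 29 when adjusted over the list alone). Without WT replicate 1 the count was 306. The scan run as a block gave 54 genes and a list shift of −1.84. Under quantile normalization it was −2.83. These values argue against the scaling, and against the scan run as the whole source of the shift. A part through the run stays open, as the shift was smaller with the block and WT has 1 manganese-fed array. A biological difference between the strains stays open as well.

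The paper mentions iron starvation under excess manganese but does not discuss the array values of iron genes. Genes of iron uptake and iron starvation were 3.13 higher in manganese-fed Δ*glnA* than on the arrays labeled WT relative to the median of all genes (adjusted p = 4.8e-14, 21 of 29 genes called higher and 1 lower, 21 over the list alone) and 3.39 higher than in Δ*glnA* (adjusted p = 4.5e-24, 22 called higher and 1 lower, 23 over the list alone). In manganese-fed WT they were at −0.73 (adjusted p = 4.6e-05, 6 called lower, 18 over the list alone) and in Δ*glnA* at −0.13 (adjusted p = 0.035, 6 called lower, also 6 over the list alone). The shift in Δ*glnA* lost its call under fry, under quantile normalization (0.044), with the deposited values (−0.022), with the scan run as a block (0.00042), without WT replicate 1 (−0.033), and without Δ*glnA* replicate 1 (0.00042). The iron genes were at 0.16 in Δ*mntP* Δ*glnA* (adjusted p = 0.37), and in manganese-fed Δ*mntP* Δ*glnA* at −0.34 (adjusted p = 0.89), where the scaling changed the sign (0.07 under quantile normalization). With manganese in Δ*mntP* Δ*glnA* they were at −0.33 (adjusted p = 0.3), which passed under fry. Repression by Fur under manganese would lower the list in all 3 strains, and the rise of 3.39 in Δ*glnA* argues against it there. For the difference between the mutants, manganese-fed Δ*glnA* lay 2.65 above manganese-fed Δ*mntP* Δ*glnA* within scan run 3 (pooled 2.67), which argues against a slide or scan effect. The shift between the responses of the 2 mutants, −3.39, was −2.76 under quantile normalization, which argues against the scaling. For this shift between the responses, 0 of 10000 random lists of like brightness lay as low, a percentile of 0, which argues against the shape of the brightness distribution. Iron starvation of manganese-fed Δ*glnA* is a candidate explanation that was not measured here. Between manganese-fed and untreated Δ*glnA*, the shift was 3.29 with the slide and 3.15 with the scan run as a block, which argues against a slide or scan effect as its whole source.

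Genes of nitrogen limitation outside Fig. 1C were higher in every group without *glnA*. Relative to the median of all genes they were at 1.27 in Δ*glnA* (adjusted p = 9.1e-14, 20 of 34 genes called higher), 2.21 in Δ*mntP* Δ*glnA* (adjusted p = 1.6e-26, 31 called), 3.28 in manganese-fed Δ*glnA* (adjusted p = 2.6e-21, 31 called higher and 1 lower), and 2.75 in manganese-fed Δ*mntP* Δ*glnA* (adjusted p = 1.7e-21, 29 called). Adjusted over the list alone, 22, 33, 32, and 29 were called. In manganese-fed WT they were at −0.77 (adjusted p = 8.6e-08, 18 called lower, 25 over the list alone), which was −0.25 under quantile normalization, −0.13 with the deposited values, and −1.19 with the scan run as a block. A shortage of glutamine without *glnA* would raise the list in every group without *glnA* and not in manganese-fed WT, and the smallest of the 4 shifts, 1.27, is consistent with it. With the slide as a block the shift in Δ*mntP* Δ*glnA* was 2.06, and within scan run 1 it was 0.97 in Δ*glnA* and 2.06 in Δ*mntP* Δ*glnA*, which argues against a slide effect as the source. The strain difference in *araAB* and *rhaAB* between the WT arrays and the others stays open as a part of these differences.

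Ribosomal protein genes were higher, relative to the median of all genes, in manganese-fed WT (1.47, adjusted p = 3.2e-15, 52 of 53 genes higher), Δ*glnA* (2.01, adjusted p = 4.0e-27, 43 called), Δ*mntP* Δ*glnA* (1.4, adjusted p = 3.1e-14, 29 called), manganese-fed Δ*glnA* (3.07, adjusted p = 6.4e-23, 52 called), and manganese-fed Δ*mntP* Δ*glnA* (2.02, adjusted p = 1.5e-15, 45 called). Adjusted over the list alone, 48, 40, 52, and 47 genes were called in the 4 groups without *glnA*. In manganese-fed WT limma called 0 of them, over all genes or over the list alone, although their shift passed camera. That shift was 0.31 under quantile normalization, still past the threshold. With the scan run as a block it was 0.19, and it lost its call there and under fry. Slower growth without *glnA* was set out beforehand to lower the list, but the list rose by 2.01 in Δ*glnA*. This does not decide about growth, because cultures were harvested after a set time and their density at harvest is not given. Among random lists of like brightness the ribosomal genes lay at percentiles of 100, 99.96, 100, and 98.93 in the 4 groups without *glnA*, which argues against the brightness alone. The random lists rose as well, however, with median log2 differences of 0.52, 0.61, 1.16, and 0.87 in these groups, where the ribosomal genes had 1.81, 1.13, 2.03, and 1.32. In manganese-fed WT the medians were 0.71 and 0.87 (percentile 99.3). The brightness therefore carries most of the rise in manganese-fed WT, Δ*mntP* Δ*glnA*, and both manganese-fed mutants, and a smaller part in Δ*glnA*. Within scan run 1 the ribosomal genes were 1.34 higher in Δ*glnA* and 1.39 higher in Δ*mntP* Δ*glnA* relative to the median of all genes. A change in growth rate stays open.

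Genes of the general stress response under RpoS were lower relative to the median of all genes in manganese-fed WT (−0.66, adjusted p = 7.4e-06, 14 of 25 genes called lower, 22 over the list alone) and in Δ*glnA* (−0.76, adjusted p = 3.7e-09, 13 called lower, 14 over the list alone). Both were lower under quantile normalization too (−1.14 and −1.38). They were −0.72 and −1.22 with the scan run as a block. A scaling or scan effect as their whole source is therefore unlikely, and a strain difference of the WT arrays and a change in growth phase stay open, as neither was tested.

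Besides *glnA*, 4 genes were above background on all 3 arrays labeled WT and manganese-fed WT and on none of the 11 arrays without *glnA*. They are *araA*, *araB*, *rhaA*, and *rhaB*, of which *araA* and *rhaA* were looked at because of *araB* and *rhaB*. A WT strain that keeps *araBAD* and *rhaBAD*, unlike the mutants, would leave *araA*, *araD*, *rhaA*, and *rhaD* at background on every array without *glnA*. Of these 4 genes, 2 were at background and *araD* and *rhaD* were not, so this test went against a loss of the whole operons in the mutants as compared with the WT arrays. Repression of both operons without *glnA* would take *araD* and *rhaD* along, but both were above background on all 11 arrays, which argues against it. *araA*, *araB*, *rhaA*, and *rhaB* had 0 of 3 probes above background on each of the 11 arrays. Their means there, −7.40 to −7.54, lay beside the −7.34 of the deleted *glnA*, and of all 4347 genes 6, with *glnA* and these 4 among them, were at background on all of these arrays. As all of these probes were at background, their levels do not show that the genes are absent. A strain background in which part of each operon is missing would give such levels. It was formed from these values, so they do not test it, and it cannot be told apart from a loss of transcript of these 4 genes alone: 0 probes of *araD* and *rhaD* showed a boundary inside these genes, and a boundary between genes could not be placed without a genome sequence. Within scan run 1 *araB* and *rhaB* were each at least 20.0-fold lower in the mutants than on the arrays labeled WT, which argues against a slide or scan effect. The genotype that the paper gives for its WT strain lacks *araBAD* and *rhaBAD*. For *araA*, *araB*, *rhaA*, and *rhaB* it is the WT arrays that depart from this genotype, and not the mutants. *araD* and *rhaD* were above background in both. The pattern may mean that the WT arrays and the mutants differ in more than the genes named in their labels. Differences from the arrays labeled WT then include that difference.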

How the results depend on the processing

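The scan run as a block, the replicate block with the numbers of Δ*glnA* crossed, the replicate block in a fit of only the 2 groups compared, and the difference between the manganese responses of Δ*glnA* and WT were chosen only after the results were seen; the other settings were planned. Comparisons named by 1 group are against the arrays labeled WT.

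Over all settings and arrays left out, 231 counts of called genes stayed within 1.5 times the value reported, 75 were smaller, and 29 were larger. Of the list shifts, 2136 kept their direction and side of the threshold, 95 were no longer past it, 37 came to pass it, and 1 changed direction. For single genes these numbers were 4843, 252, 88, and 19. The order of the nitrate and nitrite genes kept its differences in 86 cases and moved by more than the spread between arrays in 9. With no filter, with only the probes that passed the filter, with the median over probes, with the slide as a random block, and with the variance trend, all 11 counts stayed within 1.5 times. The unpaired test that the paper's methods name gives no value for manganese-fed WT, which has 1 array, nor for the differences between responses. The cause was not tested for any change below unless it is given. Signals at background limit the fold of *glnA*, *mntP*, *araB*, and *rhaB* to bounds.

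With the deposited values, the counts were 562 for manganese-fed WT, 1449 for Δ*glnA*, 1680 for Δ*mntP* Δ*glnA*, 1916 for manganese-fed against untreated Δ*glnA*, 748 for manganese-fed against untreated Δ*mntP* Δ*glnA*, 1176 for Δ*mntP* Δ*glnA* against Δ*glnA*, 1401 for Δ*mntP* Δ*glnA* against manganese-fed Δ*glnA*, 659 for the response of Δ*mntP* Δ*glnA* minus that of Δ*glnA*, and 769 for the response of Δ*glnA* minus that of WT. List shifts no longer past the threshold were 0.45 for the transporter genes in manganese-fed against untreated Δ*glnA*, −0.25 and −0.30 for the nitrate and nitrite genes in manganese-fed Δ*glnA* and manganese-fed Δ*mntP* Δ*glnA*, −0.055 for the nitrogen limitation genes in manganese-fed WT, −0.022 for the iron genes in Δ*glnA*, and −0.27 for *narZYWVU* in manganese-fed WT. Those that came to pass it were −0.78 for *gadABC* in manganese-fed against untreated Δ*mntP* Δ*glnA*, 0.54 for the transporter genes in manganese-fed WT, −0.27 and −0.17 for the RpoS genes in Δ*mntP* Δ*glnA* and manganese-fed Δ*glnA*, and 0.46 for the *nar* genes in manganese-fed WT. The mean of the nitrate and nitrite genes differed by −1.35 for manganese-fed against untreated Δ*glnA*, 0.32 for Δ*mntP* Δ*glnA* against manganese-fed Δ*glnA*, and −0.39 for manganese-fed against untreated Δ*mntP* Δ*glnA*. *mntP* was at 0.64 in manganese-fed WT. *mntR* changed sign in manganese-fed Δ*glnA* (0.29), manganese-fed Δ*mntP* Δ*glnA* (0.29), and with manganese in Δ*glnA* (0.36). So did *glsB* in the same 3 comparisons (0.48, 0.41, and 0.035) and *mntH* in manganese-fed Δ*mntP* Δ*glnA* (0.022).

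Under quantile normalization the counts were 546 for manganese-fed WT, 1435 for Δ*glnA*, 1757 for Δ*mntP* Δ*glnA*, 695 for manganese-fed against untreated Δ*mntP* Δ*glnA*, 1178 for Δ*mntP* Δ*glnA* against Δ*glnA*, 1589 for Δ*mntP* Δ*glnA* against manganese-fed Δ*glnA*, and 660 for the response of Δ*mntP* Δ*glnA* minus that of Δ*glnA*. Shifts that lost their call were 0.38 for the transporter genes in manganese-fed against untreated Δ*glnA*, −0.33 for the nitrate and nitrite genes in manganese-fed Δ*glnA*, −0.12 for the nitrogen limitation genes in manganese-fed WT, 0.044 for the iron genes in Δ*glnA*, and −0.52 for *narZYWVU* in manganese-fed WT. Shifts that gained one were 1.33 and −0.74 for *gadABC* in Δ*glnA* and manganese-fed against untreated Δ*mntP* Δ*glnA*, 0.65 for the transporter genes in manganese-fed WT, −0.38 and −0.40 for the RpoS genes in Δ*mntP* Δ*glnA* and manganese-fed Δ*glnA*, and 0.68 for the *nar* genes in manganese-fed WT. Δ*mntP* Δ*glnA* differed from manganese-fed Δ*glnA* by 0.43 in the mean of the nitrate and nitrite genes. *mntR* (0.38, 0.36, and 0.40) and *glsB* (0.83, 0.71, and 0.13) changed sign in manganese-fed Δ*glnA*, manganese-fed Δ*mntP* Δ*glnA*, and manganese-fed against untreated Δ*glnA*.

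Scaling to the median of each array gave 334 for Δ*glnA* and 259 for Δ*mntP* Δ*glnA* against Δ*glnA*. A call was lost by 1.43 for the transporter genes in manganese-fed against untreated Δ*glnA* and −0.13 for the iron genes in Δ*glnA*. *glsB* changed sign in manganese-fed Δ*glnA* (0.50), manganese-fed Δ*mntP* Δ*glnA* (0.39), and manganese-fed against untreated Δ*glnA* (0.050), and *mntH* in manganese-fed Δ*mntP* Δ*glnA* (0.13). The sign changes under these 3 scalings go with the median of all genes, which was −1.04 and −0.70 in the 2 manganese-fed mutants before and within 0.12 of 0 under them. Normexp background correction gave 175 for manganese-fed WT and 1633 for manganese-fed against untreated Δ*mntP* Δ*glnA*. The differences of the mean of the nitrate and nitrite genes were then −1.08 for manganese-fed against untreated Δ*glnA*, 0.33 for Δ*mntP* Δ*glnA* against manganese-fed Δ*glnA*, and −0.31 for manganese-fed against untreated Δ*mntP* Δ*glnA*.

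With the slide as a fixed block, the counts were 210 for manganese-fed WT, 417 for Δ*mntP* Δ*glnA*, 663 for manganese-fed Δ*glnA*, 384 for manganese-fed Δ*mntP* Δ*glnA*, 72 for manganese-fed against untreated Δ*glnA*, 109 for manganese-fed against untreated Δ*mntP* Δ*glnA*, 153 for Δ*mntP* Δ*glnA* against Δ*glnA*, 73 for the response of Δ*mntP* Δ*glnA* minus that of Δ*glnA*, and 178 for the response of Δ*glnA* minus that of WT. Only untreated Δ*mntP* Δ*glnA* lies on both slides, so this block rests on that group. The RpoS genes in Δ*mntP* Δ*glnA* were past the threshold at 0.019, with a test statistic below 0. As a random block, the slide left 0.87 for the *gad* and *hde* genes in Δ*glnA*, −1.02 for the nitrate and nitrite genes in manganese-fed Δ*mntP* Δ*glnA*, −0.13 for the iron genes in Δ*glnA*, and 1.02 for the *nap* genes in Δ*glnA* no longer past the threshold.

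With the scan run as a fixed block, chosen after the data were seen, the counts were 22 for manganese-fed WT, 579 for manganese-fed Δ*glnA*, 478 for manganese-fed Δ*mntP* Δ*glnA*, 38 for manganese-fed against untreated Δ*glnA*, 95 for manganese-fed against untreated Δ*mntP* Δ*glnA*, 318 for Δ*mntP* Δ*glnA* against Δ*glnA*, 310 for Δ*mntP* Δ*glnA* against manganese-fed Δ*glnA*, and 54 for the response of Δ*glnA* minus that of WT. The calls of 0.00042 for the iron genes in Δ*glnA*, 0.19 for the ribosomal protein genes in manganese-fed WT, 0.69 for the *nap* genes in Δ*glnA*, and 0.94 for the *nir* genes in Δ*glnA* were lost. New calls were −1.55 and −1.21 for *gadABC* in manganese-fed WT and manganese-fed against untreated Δ*mntP* Δ*glnA*, −0.70 for the *gad* and *hde* genes in manganese-fed WT, 0.86 for the transporter genes in Δ*mntP* Δ*glnA* against Δ*glnA*, and 0.019 and −0.28 for the RpoS genes in Δ*mntP* Δ*glnA* and manganese-fed Δ*glnA*. The transporter genes in manganese-fed WT changed direction, to −0.24. The mean of the nitrate and nitrite genes differed by −1.44 for manganese-fed against untreated Δ*glnA* and 0.61 for Δ*mntP* Δ*glnA* against manganese-fed Δ*glnA*. *glsB* in manganese-fed Δ*glnA* was at 0.042.

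When only the groups of the comparison were fitted, the counts were 3442 for manganese-fed WT, 234 for Δ*glnA*, 259 for Δ*mntP* Δ*glnA*, 36 for manganese-fed against untreated Δ*mntP* Δ*glnA*, 14 for Δ*mntP* Δ*glnA* against Δ*glnA*, and 155 for the response of Δ*mntP* Δ*glnA* minus that of Δ*glnA*, with fewer arrays behind each variance. In this fit −0.97 for the nitrate and nitrite genes in manganese-fed Δ*mntP* Δ*glnA* and −0.13 for the iron genes in Δ*glnA* lost their calls, and 1.1 for *gadABC* in Δ*glnA* and 0.42 for the *nar* genes in manganese-fed WT gained them. An added minimum log2 difference of 1 gave 613 for Δ*mntP* Δ*glnA*, 162 for manganese-fed against untreated Δ*mntP* Δ*glnA*, and 314 for Δ*mntP* Δ*glnA* against Δ*glnA*, fewer by construction. The unpaired test of the paper's methods with adjustment gave 0 genes for Δ*glnA* (630 at an unadjusted p under 0.05) and 0 for Δ*mntP* Δ*glnA* against Δ*glnA* (491), where limma called 670 and 500. It gave 36 for Δ*mntP* Δ*glnA*, 1961 for manganese-fed against untreated Δ*glnA*, 75 for manganese-fed against untreated Δ*mntP* Δ*glnA*, and 836 for Δ*mntP* Δ*glnA* against manganese-fed Δ*glnA*. Without adjustment it gave 737 for manganese-fed against untreated Δ*mntP* Δ*glnA*.

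The replicate numbers do not pair the arrays across all groups, as those of Δ*glnA* ran against the others. With the replicate number as a block, the count was 216 for manganese-fed WT, and *gadABC* in Δ*glnA* passed the threshold at 1.1. With the numbers of Δ*glnA* crossed the counts were 2711 for manganese-fed WT, 1879 for Δ*mntP* Δ*glnA*, 2314 for manganese-fed against untreated Δ*mntP* Δ*glnA*, and 1663 for the response of Δ*mntP* Δ*glnA* minus that of Δ*glnA*, *gadABC* in Δ*glnA* passed at 1.1, and the iron genes in Δ*glnA* did not at −0.13. With the replicate block in a fit of only the 2 groups compared, 1468 genes were called for manganese-fed against untreated Δ*mntP* Δ*glnA*, and *glsB* (−0.75) came to be called there. It changed no other call reported for that comparison, nor for Δ*mntP* Δ*glnA* against manganese-fed Δ*glnA*. *gadABC* in Δ*glnA* also passed with the median over probes (1.03) and the variance trend (1.1).

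Under fry the shifts are the same by construction, and those not past the threshold were 0.87 for the *gad* and *hde* genes in Δ*glnA*, 1.43 and −1.03 for the transporter genes in manganese-fed against untreated Δ*glnA* and the response of Δ*mntP* Δ*glnA* minus that of Δ*glnA*, 1.17 for the nitrate and nitrite genes in manganese-fed WT, −0.13 for the iron genes in Δ*glnA*, 1.47 for the ribosomal protein genes in manganese-fed WT, and 1.91 and 1.02 for the *nap* genes in manganese-fed WT and Δ*glnA*. Those past it under fry alone were 0.038 and 0.19 for the RpoS genes in Δ*mntP* Δ*glnA* and manganese-fed Δ*glnA* and −0.33 for the iron genes in manganese-fed against untreated Δ*mntP* Δ*glnA*. Under camera with an estimated correlation, none of the 59 called shifts passed. In order of comparison, they were 3.99, 4.02, 3.94, 3.07, 3.04, and −3.20 for *gadABC*, 0.87, 2.83, 3.32, and 3.39 for the *gad* and *hde* genes, 1.93, 2.73, 3.68, 3.07, 1.43, and −1.03 for the transporter genes, and 1.17, 0.74, −1.26, −0.97, −2.09, −0.62, −1.09, 0.96, 1.17, and −2.64 for the nitrate and nitrite genes. Further shifts without a call there were −0.59, 1.43, 2.29, 3.29, and 2.78 for the nitrogen limitation genes, −0.77, 1.27, 2.21, 3.28, and 2.75 for the nitrogen limitation genes outside Fig. 1C, −0.66, −0.76, 1.18, 0.79, and 0.96 for the RpoS genes, and −0.73, −0.13, 3.13, 3.39, and −3.39 for the iron genes. The remaining ones were 0.68 for the *nar* genes, 1.47, 2.01, 1.4, 3.07, and 2.02 for the ribosomal protein genes, 2.89 and 3.94 for *narGHJIK*, −0.92 for *narZYWVU*, 1.96 for the *nrf* genes, 1.91 and 1.02 for the *nap* genes, and 1.33 for the *nir* genes.

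Leaving out 1 array at a time gave counts of 37 to 2130 for manganese-fed WT, 284 to 896 for Δ*glnA*, 462 to 1337 for Δ*mntP* Δ*glnA*, 957 to 3419 for manganese-fed Δ*mntP* Δ*glnA*, 1316 to 3255 for manganese-fed against untreated Δ*glnA*, 109 to 2876 for manganese-fed against untreated Δ*mntP* Δ*glnA*, 276 to 655 for Δ*mntP* Δ*glnA* against Δ*glnA*, 118 to 868 for the response of Δ*mntP* Δ*glnA* minus that of Δ*glnA*, and 306 to 710 for that of Δ*glnA* minus that of WT. The count for manganese-fed WT was 37 or 64 without WT replicate 1 or 2, 581 without either Δ*glnA* array, 210, 2130, or 799 without Δ*mntP* Δ*glnA* replicate 1, 2, or 3, 182, 201, or 199 without manganese-fed Δ*glnA* replicate 1, 2, or 3, and 232 or 237 without manganese-fed Δ*mntP* Δ*glnA* replicate 1 or 3. For Δ*glnA* it was 324 or 284 without WT replicate 1 or 2 and 334 without Δ*glnA* replicate 1. For Δ*mntP* Δ*glnA* it was 484 or 462 without WT replicate 1 or 2, and for manganese-fed Δ*mntP* Δ*glnA* 957 or 1971. For manganese-fed against untreated Δ*glnA* it was 1316 without Δ*glnA* replicate 2. For Δ*mntP* Δ*glnA* against Δ*glnA* it was 276 without Δ*glnA* replicate 1 and 330 without Δ*mntP* Δ*glnA* replicate 1. For manganese-fed against untreated Δ*mntP* Δ*glnA* it was 194 without either WT array, 733 without either Δ*glnA* array, 109, 2876, or 174 without Δ*mntP* Δ*glnA* replicate 1, 2, or 3, 159, 111, or 133 without manganese-fed Δ*mntP* Δ*glnA* replicate 1, 2, or 3, and 182, 214, or 203 without manganese-fed Δ*glnA* replicate 1, 2, or 3. The response of Δ*mntP* Δ*glnA* minus that of Δ*glnA* had 155 without either WT array, 140 or 868 without Δ*mntP* Δ*glnA* replicate 1 or 3, 145 or 137 without manganese-fed Δ*mntP* Δ*glnA* replicate 1 or 3, and 127, 118, or 143 without manganese-fed Δ*glnA* replicate 1, 2, or 3. That of Δ*glnA* minus that of WT had 306 without WT replicate 1.

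Among the lists, *gadABC* in Δ*glnA* ranged from 0.37 to 1.53 and passed the threshold without WT replicate 2 (1.15), Δ*glnA* replicate 2 (1.53), Δ*mntP* Δ*glnA* replicate 2 or 3 (1.1), or manganese-fed Δ*glnA* replicate 2 or 3 (1.1). The iron genes in Δ*glnA* ranged from −0.34 to 0.00042 and lost their call without WT replicate 1 (−0.033) or Δ*glnA* replicate 1 (0.00042). The *nap* genes in Δ*glnA* ranged from 0.69 to 1.32, the lowest without Δ*glnA* replicate 1, where the call was lost. The transporter genes in the response of Δ*mntP* Δ*glnA* minus that of Δ*glnA* ranged from −1.56 to −0.52, the latter without Δ*glnA* replicate 2 and not past the threshold. In Δ*mntP* Δ*glnA* against Δ*glnA* they ranged from 0.19 to 0.96 and passed without Δ*glnA* replicate 1 (0.96) or Δ*mntP* Δ*glnA* replicate 3 (0.80). The RpoS genes in Δ*mntP* Δ*glnA* ranged from −0.28 to 0.13 and were called lower without WT replicate 1 (−0.06) or Δ*mntP* Δ*glnA* replicate 2 (−0.28). The number of arrays limits all of these values.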

Differences from the paper's values

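The paper gives no array values in its text, so its values were read from the colors of Fig. 1C by matching them to its color bar, and the direction of lane 2 was compared and the scan run used as a block only after the values were seen. The operons *narGHJIK* and *narZYWVU* were split after these colors had been seen. Each value below is a log2 difference from the arrays labeled WT, for a list the median over its genes. The settings were those set before the data were examined, 29 for each value and 26 for manganese-fed WT. Apart from the bounds of *glnA*, a value was taken to differ from the paper's under a set rule. Its sign had to be opposite, or the gap had to exceed the larger SD between arrays of either group.

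Over 64 genes of Fig. 1C, the colors of lane 2, manganese-fed WT, correlated with the differences in the deposited values at r = −0.992 across genes, and 61 of them had the opposite sign. The other 4 lanes correlated at 0.995, 0.995, 0.998, and 0.999. Genes are not independent replicates. Values of lane 2 match those computed here only after a change of direction, to WT minus manganese-fed WT, and are compared on that scale.

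On that scale, the paper's value for *amtB* is about 0.1 in Fig. 1C and the value here was 0.85. They did not differ under quantile normalization, scaling to the median of each array, or with the deposited values. For *gadABC* the paper's value is about 0.1 in Fig. 1C against 0.99, without a difference under quantile normalization or with the deposited values. For *glnA* it is about −0.6 in Fig. 1C against −1.06, again without a difference under these 2 settings. For the nitrate and nitrite genes it is about −0.7 in Fig. 1C against −0.58, without a difference with the deposited values or without WT replicate 1. For the transporter genes it is about −0.6 in Fig. 1C against −0.12, and by this rule the difference stayed in every setting. The rule is narrow there, as the SD was 0.049 and the paper's values are rounded readings of colors. Under quantile normalization and with the deposited values, the shift of this list relative to all genes came close in size to the paper's value.

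In manganese-fed Δ*glnA*, the paper's value for *amtB* is about 4.5 in Fig. 1C against 4.20 here, without a difference with the median over probes. The paper's values for the nitrate and nitrite genes are about −0.3 in Fig. 1C in both manganese-fed mutants. The values here were −2.29 in manganese-fed Δ*glnA*, without a difference under quantile normalization or with the deposited values, and −1.67 in manganese-fed Δ*mntP* Δ*glnA*, without a difference under these 2 and under scaling to the median of each array. For the transporter genes in manganese-fed Δ*mntP* Δ*glnA* it is about 2.2 in Fig. 1C against 2.37, without a difference with the median over probes. In all other settings these values differed.

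For *glnA* the values here are bounds. The paper's values are about −3.8 in Δ*glnA*, about −3.9 in Δ*mntP* Δ*glnA*, about −4.4 in manganese-fed Δ*glnA*, and about −4.3 in manganese-fed Δ*mntP* Δ*glnA* in Fig. 1C. The bounds were −6.01, −5.79, −6.76, and −6.29. The first 2 differed in every setting, and the last 2 in every setting but the deposited values.

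The paper states that nitrate and nitrite genes were repressed in the manganese-fed WT strain. Here 20 of 31 were higher and 11 lower, and the list was 1.17 higher relative to the median of all genes. *narZYWVU* were lower, with a shift of −0.92, and *narZ* (−1.62) and *narY* (−1.58) are single genes in the direction of the text. The list stayed higher under each setting run.

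The paper states that the nitrate and nitrite genes decreased from Δ*glnA* to manganese-fed Δ*glnA*, then to Δ*mntP* Δ*glnA*, then to manganese-fed Δ*mntP* Δ*glnA*. Their relative means were 0.81, −0.98, −0.16, and −0.83 here, so the outer steps ran in the stated direction and the middle pair in the other, with Δ*mntP* Δ*glnA* above manganese-fed Δ*glnA* in each setting run.

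The paper states that acid resistance genes were upregulated in Δ*glnA*. Here 3 of 3 were higher, with 0 called by limma over all genes and 1 adjusted over the list alone, and their list was not past the threshold (1.1, adjusted p = 0.053). It was past it under quantile normalization (1.33), the median over probes (1.03), the variance trend, a fit of only these groups, and the replicate block (1.1 each), and without WT replicate 2 (1.15), Δ*glnA* replicate 2 (1.53), or Δ*mntP* Δ*glnA* replicate 2 or 3 or manganese-fed Δ*glnA* replicate 2 or 3 (1.1 each). The 10 *gad* and *hde* genes passed it at 0.87. Single genes were called in some settings: *gadA* under quantile normalization (1.22), *gadB* under quantile normalization (1.35) and with the deposited values (0.96), and *gadC* under quantile normalization (1.32), with the median over probes (1.04), the deposited values (1.13), and the variance trend (0.90), and without Δ*glnA* replicate 2 (1.15) or Δ*mntP* Δ*glnA* replicate 2 or 3 (0.90 each). The replicate block with the numbers of Δ*glnA* crossed, chosen after the values were seen, also put the list past the threshold (1.1) and called *gadB* and *gadC* (0.90 each).

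The paper names *gltP* among the transporter genes that were mostly upregulated in manganese-fed Δ*mntP*, a strain not analysed here. In the 4 groups without *glnA* 7 of the 8 genes were called higher and *gltP* was lower.

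The paper states that glutamate-glutamine cycling genes were further activated in the 3 other groups without *glnA*. Against Δ*glnA*, *gltB* differed by 0.55 (adjusted p = 0.322) in Δ*mntP* Δ*glnA* and 0.86 (adjusted p = 0.0201) in manganese-fed Δ*glnA*. In Δ*mntP* Δ*glnA* it was called under quantile normalization (0.62), with the deposited values (0.75), with the scan run as a block (1.21), and without Δ*mntP* Δ*glnA* replicate 3 (0.82). In manganese-fed Δ*glnA* its call was lost under quantile normalization, with either block, under the unpaired test, and without 2 of the arrays. *gltD* differed by 0.53 (adjusted p = 0.300) and 0.69 (adjusted p = 0.0362) in these groups. It was called in Δ*mntP* Δ*glnA* with the scan run as a block (0.97) and without Δ*mntP* Δ*glnA* replicate 3 (0.82), and its call in manganese-fed Δ*glnA* was lost under quantile normalization (0.65), with the slide (1.03) or the scan run (0.76) as a block, under the adjusted unpaired test, and without 6 of the arrays. In the direction of the text, *glsA* was higher by 1.79 (adjusted p = 0.000885) and 1.16 (adjusted p = 0.00317), and *gdhA* by 0.56 (adjusted p = 0.0200) and 0.90 (adjusted p = 0.000988). The calls of both in manganese-fed Δ*glnA* stayed without each array in turn and were lost with the slide (1.02 and 0.84) or the scan run (0.56 and 0.95) as a block. In Δ*mntP* Δ*glnA* the call of *glsA* was lost in a fit of only these groups and under the adjusted unpaired test, and that of *gdhA* in 7 of 17 alternatives and without Δ*glnA* replicate 1 or 2 or Δ*mntP* Δ*glnA* replicate 1. Against the arrays labeled WT, *glsA* differed by −0.60 in Δ*glnA*, the level from which its rises start, and by −1.26 in manganese-fed WT. In the paper, a reporter of the *glsA* promoter did not change with manganese in Δ*glnA*. Against the text, *glsB* differed by 0.079 (adjusted p = 0.942) and −0.90 (adjusted p = 0.0141), the second with a change of sign under quantile normalization (0.13), under scaling to the median of each array (0.050), and with the deposited values (0.035), and with its call lost with the slide or the scan run as a block and without Δ*glnA* replicate 2.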

Other observations

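The tests of the nitrate and nitrite genes in manganese-fed WT, the tests of *gadABC* against a slide effect and cross-hybridization, and those of *alx* and *mntH* were chosen only after the results were seen, and the limits that separate a part of a shift from the whole were set after many values had been seen.

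The nitrate and nitrite genes were higher in the manganese-fed WT array than on the arrays labeled WT. A mislabeled array of a strain without *glnA* would lack its signal, but the log2 difference of *glnA* was 1.06 (standard error 0.40, adjusted p = 0.10). A swap with an untreated array would leave 1 of the 2 WT arrays apart from the other on this list, but they differed by 0.054. Under quantile normalization the shift was 1.03, which argues against the scaling. The Δ*glnA* array of scan run 2 lay 0.48 above that of scan run 1 on the list, against a shift of 1.17, which argues against the scan run as the whole source. A part through the scan run stays open, since the shift was 0.82 with the run as a block. An effect of manganese on WT stays open too, from 1 array.

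*gadABC* were higher in Δ*mntP* Δ*glnA*, manganese-fed Δ*glnA*, and manganese-fed Δ*mntP* Δ*glnA*. Within slide 1, Δ*mntP* Δ*glnA* lay 3.72 above the arrays labeled WT, which argues against a slide effect. *gadC*, whose probes are listed as specific, rose by 2.82 or more in each of the 3 groups, which argues against cross-hybridization of *gadA* and *gadB*. A general stress response was set out beforehand to raise the RpoS list in all 3 groups. For Δ*mntP* Δ*glnA* the shift of that list was 0.038 (adjusted p = 0.057, 8 of 25 genes called lower, 8 over the list alone), with a median of −0.23 and a test statistic below 0, and it was −0.38 under quantile normalization. It was called lower under fry, without WT replicate 1 (−0.06), and without Δ*mntP* Δ*glnA* replicate 2 (−0.28). In manganese-fed Δ*glnA* the shift was 0.19 (adjusted p = 0.32, 14 called lower and 1 higher, 15 over the list alone) with a test statistic below 0, and in manganese-fed Δ*mntP* Δ*glnA* 0.70 (adjusted p = 0.31, 6 called higher and 9 lower, 13 over the list alone). These values argue against RpoS as the whole explanation. Against Δ*glnA*, however, the list was 0.96 higher in Δ*mntP* Δ*glnA* (adjusted p = 2.5e-08) and 1.18 higher in manganese-fed Δ*glnA* (adjusted p = 3.1e-05), and with manganese in Δ*mntP* Δ*glnA* it was 0.79 higher (adjusted p = 1.5e-06). A part through RpoS may remain.

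The ratio of the 75th percentile to the median of the signal followed the scan run, with lower ratios in runs 1 and 5. DNA carried over into the labeled samples was tested by the gap between the 10th percentile of the intergenic probes and the mean of *araA*, *araB*, *rhaA*, and *rhaB* on the 11 arrays without *glnA*, which was at least 1.50 log2 units. This test decides nothing, because it sets the level of some probes against that of others and these genes were chosen for being at background. Whether carry-over has a part in the ratio cannot be told apart from the scan run.

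Groups of 3 arrays allow 10 divisions of 6 arrays. For manganese-fed against untreated Δ*mntP* Δ*glnA*, 2 of 10 divisions, the real one included, called as many genes as the 355 of the real division, so that chance cannot be excluded. The other division, with 1396 genes, placed Δ*mntP* Δ*glnA* replicates 1 and 3, from scan runs 1 and 5, with manganese-fed Δ*mntP* Δ*glnA* replicate 1, the array of lowest ratio among the manganese-fed Δ*mntP* Δ*glnA* arrays. With the scan run as a block the real comparison called 95 genes. If the numbers are taken to pair these arrays, 4 divisions part all 3 pairs. Of these the real one called 355 genes and the other 3 called 0, while the division with 1396 genes kept 2 pairs together. This pairing was inferred from the same arrays. Replicate 2 had the highest ratio of the 75th percentile to the median in both groups (3.08 untreated and 3.56 manganese-fed). The pairing can therefore not be told apart from that ratio. With the replicate number as a block in a fit of only these arrays, chosen after the data were seen, 1468 genes were called. For Δ*mntP* Δ*glnA* against manganese-fed Δ*glnA*, 1 of 10 divisions, the real one, called as many as 3082, and the other 9 called 0. Because 10 divisions cannot give a share under 0.05, this count is too coarse to exclude chance.

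In the manganese-fed WT array, *gadABC* were at −0.40 relative to the median of all genes (adjusted p = 0.31, 0 of 3 called by limma over all genes or over the list alone, all 3 lower), the *gad* and *hde* genes at −0.36 (adjusted p = 0.13, 5 called over the list alone), and the transporter genes at 0.72 (adjusted p = 0.14). The transporter genes passed the threshold under quantile normalization (0.65) and with the deposited values (0.54), and lay at −0.24 with the scan run as a block. With that block *gadABC* lay at −1.55 and the *gad* and *hde* genes at −0.70, both past the threshold. The whole list of nitrogen limitation genes was at −0.59 in manganese-fed WT (adjusted p = 4.8e-06, 24 of 42 called over the list alone), 1.43 in Δ*glnA* (adjusted p = 2.1e-18, 29), 2.29 in Δ*mntP* Δ*glnA* (adjusted p = 4.1e-31, 41), 3.29 in manganese-fed Δ*glnA* (adjusted p = 1.6e-24, 39), and 2.78 in manganese-fed Δ*mntP* Δ*glnA* (adjusted p = 2.9e-25, 37).

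*mntH*, for manganese uptake, differed from the arrays labeled WT by −1.02 in manganese-fed WT (adjusted p = 0.031), −0.31 in Δ*glnA* (adjusted p = 0.398), 0.61 in Δ*mntP* Δ*glnA* (adjusted p = 0.0322), 1.63 in manganese-fed Δ*glnA* (adjusted p = 5.51e-05), and −0.69 in manganese-fed Δ*mntP* Δ*glnA* (adjusted p = 0.00951). The call in manganese-fed WT was lost without WT replicate 1 (−0.95), WT replicate 2 (−1.08), Δ*mntP* Δ*glnA* replicate 1, manganese-fed Δ*mntP* Δ*glnA* replicate 1, or any manganese-fed Δ*glnA* array (−1.02 each), and with normexp background correction (−0.59), scaling to the median of each array (−0.31), the deposited values (−0.38), and the slide (−1.02), the scan run (−0.54), or the replicate number (−1.05) as a block. In manganese-fed Δ*mntP* Δ*glnA* *mntH* changed sign with the deposited values (0.022) and under scaling to the median of each array (0.13), and lost its call under quantile normalization (−0.19), with the slide or the scan run as a block (−0.58 each), and without WT replicate 1 (−0.62). In Δ*mntP* Δ*glnA* the call was lost with normexp background correction (0.38), the median over probes (0.57), the slide or the scan run (0.68 each) or the replicate number (0.58) as a block, a fit of only these groups, and the adjusted unpaired test (0.61 each), and without WT replicate 1 (0.67) or 2 (0.54), Δ*mntP* Δ*glnA* replicate 1 (0.57), or manganese-fed Δ*glnA* replicate 1 or 3 (0.61 each).

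*alx* differed by 0.07, −0.27, 0.26, 0.66 (adjusted p = 0.00243), and 2.28 (adjusted p = 2.39e-06) in the same order. The call in manganese-fed Δ*glnA* was lost under quantile normalization (0.34), with the deposited values (0.25), and with the slide (0.59) or the scan run (0.53) as a block. *mntR* differed by −1.05, −0.27, −0.33, −1.35 (adjusted p = 0.0009), and −0.82 (adjusted p = 0.0178). Its sign changed in both manganese-fed mutants under quantile normalization (0.38 and 0.36) and with the deposited values (0.29 and 0.29), and its calls there were lost under scaling to the median of each array (−0.19 and near 0) and with the slide (−1.18 and −0.65) or the scan run (−0.82 and −0.23) as a block. Its call in manganese-fed Δ*mntP* Δ*glnA* was also lost under the adjusted unpaired test and without WT replicate 1 (−0.75), WT replicate 2 (−0.89), or manganese-fed Δ*mntP* Δ*glnA* replicate 2 (−0.63). *mntP* differed in manganese-fed WT by −0.07 (adjusted p = 0.825), and by 0.64 with the deposited values. Relative to the median of all genes it was 0.52 higher, and over the alternatives the difference ran from −0.25 to 0.92.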
